# Reduction of fibrosis and immune suppressive cells in ErbB2-dependent tumorigenesis by an LXR agonist

**DOI:** 10.1371/journal.pone.0248996

**Published:** 2021-03-29

**Authors:** Gao Sheng, Hongyan Yuan, Lu Jin, Suman Ranjit, Julia Panov, Xun Lu, Moshe Levi, Robert I. Glazer

## Abstract

One of the central challenges for cancer therapy is the identification of factors in the tumor microenvironment that increase tumor progression and prevent immune surveillance. One such element associated with breast cancer is stromal fibrosis, a histopathologic criterion for invasive cancer and poor survival. Fibrosis is caused by inflammatory factors and remodeling of the extracellular matrix that elicit an immune tolerant microenvironment. To address the role of fibrosis in tumorigenesis, we developed NeuT/ATTAC transgenic mice expressing a constitutively active NeuT/erbB2 transgene, and an inducible, fat-directed caspase-8 fusion protein, which upon activation results in selective and partial ablation of mammary fat and its replacement with fibrotic tissue. Induction of fibrosis in NeuT/ATTAC mice led to more rapid tumor development and an inflammatory and fibrotic stromal environment. In an effort to explore therapeutic options that could reduce fibrosis and immune tolerance, mice were treated with the oxysterol liver X receptor (LXR) pan agonist, N,N-dimethyl-3-β-hydroxy-cholenamide (DMHCA), an agent known to reduce fibrosis in non-malignant diseases. DMHCA reduced tumor progression, tumor multiplicity and fibrosis, and improved immune surveillance by reducing infiltrating myeloid-derived suppressor cells and increasing CD4 and CD8 effector T cells. These effects were associated with downregulation of an LXR-dependent gene network related to reduced breast cancer survival that included Spp1, S100a9, Anxa1, Mfge8 and Cd14. These findings suggest that the use of DMHCA may be a potentially effective approach to reduce desmoplasia and immune tolerance and increase the efficacy of cancer therapy.

## Introduction

Over the past decade, it has become increasingly apparent that the cell-centric hallmarks of cancer must take into account the multi-faceted role of multiple cell types in the tumor microenvironment (TME) [1–4]. During transition from pre-invasive to invasive breast cancer, the TME undergoes extensive extracellular matrix remodeling [5] and expresses a stromal-derived gene expression signature indicative of poor outcome in multiple breast cancer subtypes [6]. In hormone receptor-negative breast cancer, the repertoire of stromal cells in the TME [4, 7, 8] produces fibrotic foci and earlier invasion [9], which elicit the secretion of inflammatory factors that contribute to immune suppression in multiple ways [4, 10, 11], including the secretion of a dense fibrotic collagen matrix that impedes the penetration of cytotoxic CD8^+^ effector T cells (CTL) into the tumor [12]. Additionally, these inflammatory factors facilitate the recruitment of regulatory T cells (Treg), myeloid-derived suppressor cells (MDSC) and tumor-activated macrophages, which collectively inhibit CTL activation and antigen presentation [13–15]. Fibrosis is also accompanied by metabolic changes, including COX2/PTGS2 activation [16], which elicits an inflammatory stress response [17, 18] as well as the suppression of CTL activation by glycolysis [19]. These outcomes suggest that therapy targeting the inflammatory and desmoplastic TME may be an effective approach to reduce immune tolerance and enhance the efficacy of cancer therapy [13, 15]. LXRs play an important role in desmoplasia by transrepression of NFκB-activated pro-inflammatory genes, including IL1, IL6, PTGS2/COX-2, MMP9 and TNF [20, 21], which accounts in part for their anti-fibrotic activity in the kidney, liver, heart, lung and retina [22–26]. To address the relationship between LXR activation and fibrosis in mammary tumorigenesis, we determined whether treatment of fibrotic NeuT/ATTAC mice [27] with the oxysterol liver X receptor (LXR) agonist, N, N-dimethyl-3-β-hydroxy-cholenamide (DMHCA) [28], could reduce fibrosis, tumor progression and immune tolerance. Our results suggest that DMHCA may be a promising therapeutic adjunct for improving the outcome of HER2/ErbB2 breast cancer.

## Materials and methods

### Animals

MMTV-NeuT/ATTAC mice [27] were derived from MMTV-NeuT mice (FVB-Tg(MMTV-Erbb2)NK1Mu/J, Jackson Labs) expressing a constitutively active rat ErbB2[V664E] gene [29, 30], and FAT-ATTAC mice expressing an FKBPv-caspase-8 fusion protein under the control of the FABP4 promoter (kindly provided by Dr. Philipp Scherer, University of Texas Southwestern) [31, 32]. Animal studies were approved by the Georgetown University Animal Care and Use Committee (GUACUC) in accordance with NIH guidelines for the ethical treatment of animals. Mice were not maintained for extended periods where tumors could cause discomfort, and analgesics were not used due to their possible interference with DMHCA bioavailability. Mice were observed daily for tumors, and when tumor volume reached 5% of body wt or appeared necrotic, mice were euthanized in accordance with the recommendations of the American Veterinary Medical Association, https://www.avma.org/sites/default/files/2020-02/Guidelines-on-Euthanasia-2020.pdf, using carbon dioxide inhalation followed by cervical dislocation as stipulated by GUACUC.

### Treatments

Mammary gland fibrosis was induced in female six-week-old NeuT/ATTAC mice by i.p. injection of 0.4 mg/kg AP20187 (MedChemExpress) dissolved in a vehicle (4% ethanol, 10% PEG-400 and 1.75% Tween-20 in water) three times per week, and are hereafter referred to as ‘NeuT/ATTAC+AP’ mice. AP20187 is a dimer analog of FK506 and serves as a selective FKBPv-caspase 8 dimerizer resulting in partial ablation of mammary fat and its replacement by fibrotic tissue [31, 32]. At eight weeks of age, NeuT/ATTAC+AP mice were administered *ad libitum* a diet (LabDiet 5053) supplemented with 0.05% (w/w) DMHCA (WuXi App Tec, China), which is equivalent to a dose of ~100 mg/kg. No weight loss or overt toxicity resulted from AP21087 or DMHCA treatment. The treatments are summarized in S1 Fig in S1 File.

### Fluorescence-activated cell sorting (FACS)

Tumor and spleen were removed and digested with collagenase D (Roche) at a ratio of 15 ml collagenase solution per 2 g of tissue for 1 hr at 37°C with shaking [33]. The cell suspension was filtered through a 70 μm strainer, washed and erythrocytes lysed before analysis of 1x10^6^ cells by FACS. Viable cells were determined with the Live/Dead Fixable Dead Cell Stain Kit (Invitrogen) and excluded from analysis, and non-specific binding was blocked with Fc antibody CD16/32 (Biolegend). Cells were sorted for CD45^+^ cells and subsequently for macrophages (F4/80^+^/MHCII^+^), G-MDSC (CD11b^+^/Gr-1^+^), M-MDSC (CD11b^+^/Ly6C^+^), dendritic cells (CD11c^+^/MHCII^+^), T cells (CD4^+^/CD8^+^), NK cells (CD45^+^/NK1.1^+^) and Treg cells (Foxp3^+^/CD25^+^ and Foxp3^+^ /PD-1^-^). Cells were analyzed for Foxp3 after fixation in 1% paraformaldehyde and permeabilization (Permeabilization Buffer, eBioscience). Analysis was conducted by the Flow Cytometry & Cell Sorting Shared Resource using a BD LSRFortessa analyzer (BD Biosciences) and FCS Express 4 software (De Novo Software). Antibodies are listed in S1 Table in S1 File.

### Immunohistochemistry

Mammary tissue was excised and FFPE sections were prepared as previously described for IHC [27, 34]. Antibodies are listed in S1 Table in S1 File. Tissues from HER2+ breast cancer subjects were deidentified and hence did not require approval by an ethics committee.

### Quantitative real-time polymerase chain reaction qRT-PCR

RNA was extracted and reverse transcribed using the Omniscript RT kit (Qiagen) as previously described [27, 34, 35]. PCR was performed in triplicate using an ABI-Prism 7700 (Applied Biosystems) and SYBRGreen I detection (Qiagen) according to the manufacturer’s protocol. Amplification using the appropriate primers was confirmed by ethidium bromide staining of the PCR products on an agarose gel. The expression of each target gene was normalized to GAPDH and is presented as the ratio of the target gene to GADPH expression calculated using the formula, 2^-ΔCt^, where ΔCt = Ct^Target^-Ct^18s^ [35]. RT-PCR primers are listed in S2 Table in S1 File.

### Second harmonic generation (SHG) and fluorescence lifetime microscopy (FLIM)

Phasor-mapped FLIM and SHG images were acquired with an Olympus FVMPE-RS (Olympus, Waltham, MA) upright microscope equipped with an Insight X3 laser (Spectra-Physics, Santa Clara, CA) and a DIVER (Deep Imaging Via Enhanced Recovery) detector [36, 37]. Samples were excited with a 740 nm laser in a two-photon excitation scheme at a laser repetition rate of 80 MHz. Samples were placed directly on the acquisition window, excited with a 10X air objective (NA-0.3, UPLFLN10X2) (Olympus, Waltham, MA), and SHG signals were collected with the DIVER detector [38, 39] at 370±10 nm with a combination of UG11 and BG39 filters. Signals were recorded with a FLIMBox (ISS, Champaign, IL) and converted to a phasor plot with SimFCS that was developed by Dr. Enrico Gratton, Laboratory for Fluorescence Dynamics, University of California at Irvine (https://www.lfd.uci.edu/globals). Phasor plots were calibrated using Rhodamine 110 in water, τ = 4.0 nsec [40]. The pixel dwell time was 20 μsec, and the images scanned 16 times to increase the signal to noise ratio of the phasor plot. The scanner was controlled by the Olympus microscope and images were collected in the passive mode with a zoom of 1 corresponding to an image size of 1.2 mm. FLIM data were analyzed graphically by phasor plots to obtain information on multiple fluorescence components [41–43]. The distribution of phasor points originating from FLIM measurements for mono-exponential and multi-exponential decays appear on or inside, respectively, the universal semicircle [42] (see Fig 4A and 4B). For SHG microscopy, there is no delay between the laser pulse and fluorescence, and therefore SHG appears at S = 0, G = 1 in the phasor plot, which distinguishes it from autofluorescence [38, 39, 42] (see Fig 4E).

### RNAseq analysis

RNA was extracted and its quality assessed as previously described [27, 33]. RNAseq was done by 10X Genomics. Raw data quality was checked using FastQC (v0.11.9), and adapter trimming on raw data was performed using Cutadapt (v2.9). The reference genome was downloaded from Ensembl mm10 release 99, and the reference genome index was built using Bowtie2 (v2.4.1) software. Paired-end trimmed reads alignment and raw read count calculation were performed using RSEM software (v1.3.1). Statistical analysis were performed using the DESeq2 package (v1.26) in R (v3.6). Genes with q-value <0.05 were considered as differentially expressed and used as input for Gene Set Enrichment Analysis (GSEA) (v3.0, Broad Institute). RNAseq data have been deposited in the GEO database under accession no. GSE166864; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166864.

### Statistical analysis

Statistical significance of means±S.E. were evaluated using the two-tailed Student’s t test at a significance of *P*<0.05. Differences in tumor growth were determined by the log rank Mantel-Cox test at a significance of P<0.05 using Prism GraphPad software.

## Results

The LXR pan agonist DMHCA reduces fibrosis in several non-tumorigenic disease models [23, 38, 44, 45], and therefore we evaluated its efficacy in our conditional NeuT/ATTAC+AP mammary fibrosis model expressing a constitutively active ErbB2 gene and LXRβ/NR1H2 as the major isoform [27]. In this transgenic model, forced dimerization of the fat-directed FKBPv-caspase transgene by dimerizer AP21087 results in partial ablation of mammary fat, but not visceral fat [31, 32], and its replacement with fibrotic tissue [31, 32]. Continuous treatment of two month-old NeuT/ATTAC+AP mice with a diet containing 0.05% DMHCA over several months significantly increased survival (Fig 1A) and reduced tumor multiplicity by four-fold (Fig 1B).

**Fig 1:**
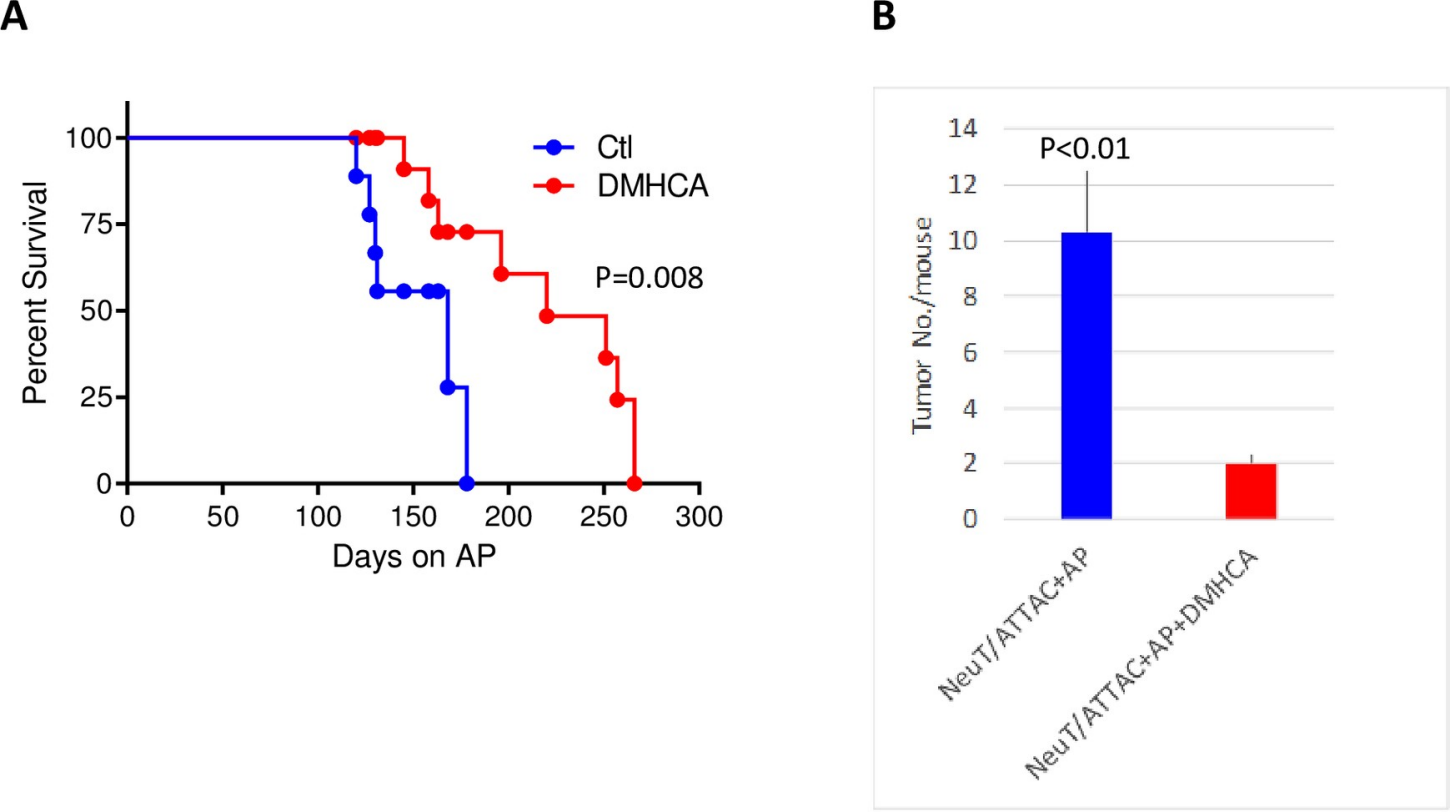
DMHCA reduced tumor progression and tumor multiplicity. Fibrosis was induced by i.p. injection of 0.4 mg/kg AP three times weekly beginning at 6 weeks of age and throughout the interval noted (‘Days on AP’). Beginning at 8 weeks of age, animals were administered a diet containing 0.05% DMHCA (100 mg/kg) until tumors appeared. **A**, Survival analysis of tumor progression following DMHCA treatment of NeuT/ATTAC+AP mice. Statistical significance was determined by the log rank Mantel-Cox test. **B**, Tumor multiplicity following DMHCA treatment. Statistical significance was determined by the two-tailed t test.

To provide context for the inhibitory effects of DMHCA, tumors from three control mice and three DMHCA-treated mice were analyzed by RNAseq. 

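The paper describes tumor RNA from 3 control mice and 3 DMHCA-treated mice, and 3 libraries were deposited for each group. Both groups carried an activated ErbB2 transgene and a fat-directed caspase that the dimerizer AP20187 switches on. AP20187 was injected at 0.4 mg/kg from 6 weeks of age, and DMHCA, a steroidal agonist of the nuclear receptor LXR, made up 0.05% of the treated mice's diet (100 mg/kg) from 8 weeks of age. The sample labels give the controls' treatment in words that can mean AP20187 with vehicle or vehicle alone, and name the tissue as fibrotic mammary gland. The paper's description of tumors from AP20187-treated mice was followed. The authors trimmed adapters with Cutadapt, aligned and counted reads with RSEM on a Bowtie2 index of the mouse genome (GRCm38), and deposited RSEM's expected counts of Ensembl genes. Expected counts need not be whole numbers, because a read that fits several genes is divided between them, and the paper's text does not say whether strand was used. Expected counts, rounded here to whole numbers, summed to 53939201, 63420620 and 46358654 in control libraries 1, 2 and 3 and to 55539411, 52755446 and 52330938 in DMHCA libraries 1, 2 and 3. Libraries of the same group were compared in pairs before any averaging, over genes with a mean count of at least 100. DMHCA libraries 1 and 3 had a biological coefficient of variation, the variation between libraries beyond sampling, of 0.0327. The other 5 pairs within a group had coefficients of 0.376 to 0.579. By a chi-square test at the 0.05 level, 18.2% of 13380 genes differed between DMHCA libraries 1 and 3, while 82.0% to 87.0% of genes differed in the other pairs. A rule fixed before the counts were opened, with S3 Table already read, counted a pair as 1 sample when its coefficient was under 0.1 and more than 5 times below that of every other pair. DMHCA libraries 1 and 3 met this rule, so their counts were summed and n is 3 control samples and 2 DMHCA samples. The groups were compared by edgeR's quasi-likelihood F-test after TMM normalization, over the 19427 genes that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment. Normalized counts are means ± SD over these samples. Ranges over left-out libraries cover the control libraries and DMHCA libraries 1 and 3, since 1 DMHCA sample is left without DMHCA library 2.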

Although this few number of tumors might be considered a limitation, only genes with a raw score ≥300 representing a ≥3-fold change with a p-value adjusted for multiple comparisons (padj) of <0.05 were evaluated for functional significance (Tables 1–4 and S3 Table in S1 File). RNAseq analysis revealed statistically significant changes in 289 genes, of which 78 were upregulated and 211 downregulated by DMHCA treatment (Fig 2A and S3 Table in S1 File). 

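Of the 19427 genes tested, 0 had an adjusted p under 0.05, and 1478 had an unadjusted p under 0.05. The smallest adjusted p of any gene was 0.644. With a change of at least 3-fold and a mean of at least 300 normalized counts in either group as further criteria, 0 genes were higher and 0 were lower with DMHCA. At an unadjusted p under 0.05, 97 higher and 202 lower genes met these criteria. DESeq2, the tool named in the methods, was also run with the 6 libraries as separate samples. That fit gave 839 genes with an adjusted p under 0.05, of which 78 higher and 207 lower genes met all 3 criteria. DESeq2 on the 5 samples gave 246 genes, 224 of them among the 839, and 25 higher and 83 lower genes met all 3 criteria. Across genes, the deviations of same-numbered control and DMHCA libraries from their group means had a mean correlation of 0.214 over 3 pairs, with values from -0.0585 to 0.359. The 6 differently numbered pairs had a mean of -0.112 and reached 0.346, and centering on the group means by itself pushes the averages to opposite signs. With the replicate number as a block and the 6 libraries as separate samples, edgeR gave 0 genes, while 3207 had an unadjusted p under 0.05. Of the 326 S3 Table genes, 325 were tested, and all 325 changed in the listed direction in the libraries from which the paper chose them. An unadjusted p under 0.05 was found for 219 of them, and 113 had an adjusted p under 0.05 when the adjustment covered the list alone, which shows no stability because the list is the paper's own calls on these data. The samples of the groups did not overlap for 195 of the 325 (60.0%), where chance gives 10%. Among all genes tested, 13.8% lay higher and 12.2% lower without overlap. Of the 214 genes that S3 Table lists as lower, 124 were highest in control library 3, 72 in control library 2 and 18 in control library 1. At least a 3-fold decrease was found for 202 of the 214 with all libraries and for 141 with control library 3 left out.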

Approximately 14% of the upregulated and 6% of the downregulated genes contained an LXR response element (LXRE) [46], and many of the downregulated genes are known to be enriched in malignancies, fibrosis, immune cell infiltration and inflammatory disorders (Table 1). 

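S4 Table marks 35 genes as having an LXRE, a DNA element to which LXR binds, and 34 of them are also in S3 Table. They are 12 of the 112 genes (10.7%) that S3 Table lists as higher and 22 of the 214 (10.3%) that it lists as lower. Among the genes that met all 3 criteria in DESeq2 with 6 libraries, S4 Table holds 9 of the 78 higher genes (11.5%) and 12 of the 207 lower genes (5.8%). Since S4 Table lists only genes chosen for their change, the share of LXRE genes among unchanged genes is not known from it.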

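The 10 genes joined in Fig 2C, Spp1, S100a9, Ptgs2, Cd14, Clec7a, Anxa1, Mfge8, Cxcl13, Ccl5 and Csf3, each had a lower mean with DMHCA in the RNAseq counts. In 6 of the 10, every control sample lay above every DMHCA sample, and the exceptions were Ptgs2, Cxcl13, Ccl5 and Csf3. An unadjusted p under 0.05 was found for 8 genes and an adjusted p under 0.05 for 0, or for 4 when the adjustment covered these 10 genes alone, a list of the paper's own calls. Cxcl13 (ENSMUSG00000023078, chromosome 5 of GRCm38, 95956951 to 95961068) encodes a chemokine that attracts B cells. It had 1503 ± 2346 normalized counts in control tumors (SD, n = 3) and 65.1 ± 25.3 after DMHCA (SD, n = 2), a log2 fold change of -4.53 (standard error 1.85, adjusted p = 0.644). Its control libraries held 237, 63.1 and 4236 normalized counts, and the fold change was -1.21 on the log2 scale without control library 3. The chemokine gene Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) changed from 1000.1 ± 1482 to 112 ± 6.34 normalized counts, a log2 fold change of -3.16 (standard error 1.53). Control libraries 1, 2 and 3 held 220, 71.7 and 2726 normalized counts of Ccl5, and the log2 fold change was -0.38 without control library 3. Csf3 (ENSMUSG00000038067, chromosome 11, 98701263 to 98703629), which encodes a granulocyte growth factor, changed from 412 ± 566 to 25.5 ± 22.6 normalized counts. Of its control libraries, library 2 held 1072 normalized counts and libraries 1 and 3 held 137 and 37.0, and the log2 fold change went from -4.03 (standard error 1.61) to -1.79 without library 2. Clec7a (ENSMUSG00000079293, chromosome 6, 129461591 to 129472779) is annotated as a polymorphic pseudogene in the mouse reference. It changed from 665 ± 473 to 186 ± 70.2 normalized counts, a log2 fold change of -1.84 (standard error 0.68) that was -1.09 without control library 3, its highest library.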

There was close agreement between the results of RNAseq and qRT-PCR for the downregulated genes in Fig 2C (S2 Fig in S1 File). Several of the LXRE genes predicted increased regression-free survival in breast cancer subjects (Table 2 and Fig 2B), among which Ptgs2, Mfge8, Anxa1, Spp1, S100a9 and Cd14 are biomarkers for MDSC and Treg cells (Table 3). 

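Spp1 (ENSMUSG00000029304, chromosome 5 of GRCm38, 104435118 to 104441050), which encodes osteopontin, had the highest counts of these genes. It fell from 625270 ± 191850 normalized counts in control tumors (SD, n = 3) to 46612 ± 29498 after DMHCA (SD, n = 2), a log2 fold change of -3.75 (standard error 0.67, adjusted p = 0.644 by edgeR's quasi-likelihood test). Its exons overlap those of Gm42793 on the same strand. Mfge8 (ENSMUSG00000030605, chromosome 7, 79133768 to 79149060) changed from 163370 ± 45898 to 34116 ± 5935 normalized counts, a log2 fold change of -2.26 (standard error 0.45). For Anxa1 (ENSMUSG00000024659, chromosome 19, 20373428 to 20390944), the means were 18652 ± 3808 and 5131 ± 1895 normalized counts and the log2 fold change was -1.86 (standard error 0.38). Cd14 (ENSMUSG00000051439, chromosome 18, 36725067 to 36726798) changed from 17242 ± 6544 to 4668 ± 342 normalized counts, a log2 fold change of -1.88 (standard error 0.41). S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) was expressed at a far lower level, with 287 ± 33.9 normalized counts in controls and 104 ± 74.7 after DMHCA, and its log2 fold change was -1.47 (standard error 0.62). In these 5 genes the samples of the groups did not overlap. Ptgs2 (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227) overlapped, since control library 2 held 159 normalized counts and DMHCA libraries 1 and 3, as 1 sample, 163. Its means were 643 ± 495 and 133 ± 41.3 normalized counts, and its log2 fold change of -2.27 (standard error 0.85) was -1.56 without control library 3. With each control library or DMHCA library 1 or 3 left out in turn, the log2 fold change of Spp1 ranged from -3.89 to -3.47. That of S100a9 ranged from -1.57 to -1.42. DMHCA library 2, not left out here, held 66412 normalized counts of Spp1 and 154 of S100a9. DMHCA libraries 1 and 3, as 1 sample, held 25753 and 51.2, so these ranges do not cover the dependence on DMHCA library 2. All 10 genes of Fig 2C had an adjusted p under 0.05 in DESeq2 with the 6 libraries as separate samples, and DESeq2 on the 5 samples gave one to Spp1, Cd14, Anxa1 and Mfge8.

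**Figure D1:**
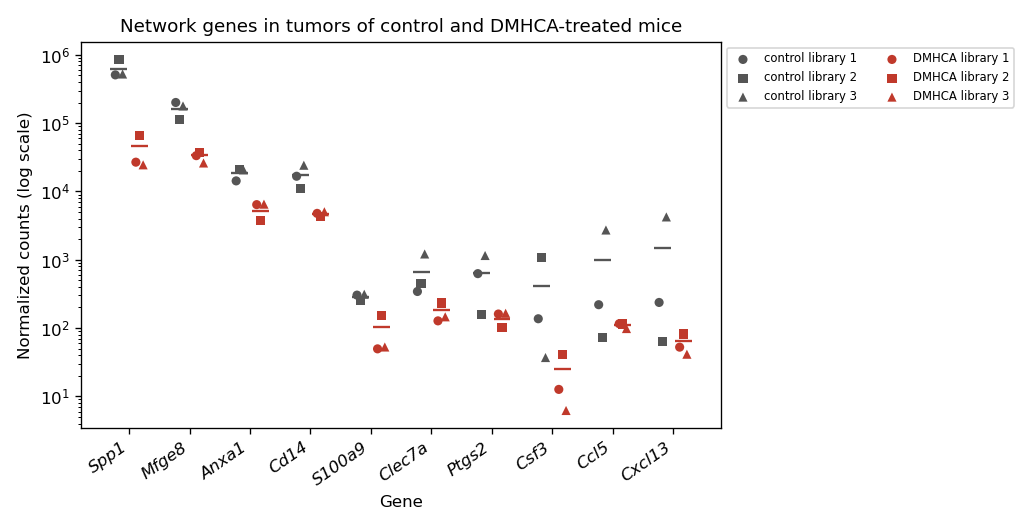
Normalized counts (y axis, log scale) of the 10 genes of Fig 2C (x axis) in each control library (gray) and DMHCA library (red), with the library number given by the shape of the point and the group mean by a line. DMHCA libraries 1 and 3 count as 1 sample in the mean. Spp1, Mfge8, Anxa1, Cd14, S100a9 and Clec7a are separated between groups, and the 4236 normalized counts of Cxcl13 and 2726 of Ccl5 in control library 3 stand above the other controls.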

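The 10 genes of Table 4 are S100a14, S100a6, Hmgn3, Ptgs2, Ptges, Hspb8, S100a9, Anxa1, Clec7a and Cd209b, and each had a lower mean after DMHCA. An unadjusted p under 0.05 was found for 8 of them, the adjusted p was 0.644 for each, and the groups did not overlap in 7. S100a6 (ENSMUSG00000001025, chromosome 3 of GRCm38, 90612882 to 90624181) encodes a calcium-binding protein. It had 15282 ± 7500 normalized counts in control tumors (SD, n = 3) and 2719 ± 440 after DMHCA (SD, n = 2), a log2 fold change of -2.49 (standard error 0.47) that ranged from -2.70 to -2.01 as libraries were left out. S100a14 (ENSMUSG00000042306, chromosome 3, 90526856 to 90528837) had 2685 normalized counts in control library 2 and 460 and 205 in control libraries 1 and 3, against 311 in DMHCA library 2. Its log2 fold change was -2.61 (standard error 1.31), and -0.86 without control library 2. Control library 2 was also the highest for Hmgn3 (ENSMUSG00000066456, chromosome 9, 83109948 to 83146685), which lies antisense to Gm2065 and Gm29054 and had a log2 fold change of -2.15 (standard error 0.61), and for Hspb8 (ENSMUSG00000041548, chromosome 5, 116408491 to 116422864), with -1.95 (standard error 0.67). Without that library these values were -1.44 and -1.28. Ptges (ENSMUSG00000050737, chromosome 2, 30889471 to 30929863) and Cd209b (ENSMUSG00000065987, chromosome 8, 3917655 to 3926844) were highest in control library 3, with 1760 and 1757 normalized counts. Their log2 fold changes were -2.12 (standard error 0.87) and -3.38 (standard error 1.13), and -1.06 and -1.85 without control library 3. Run on the 6 libraries as separate samples, DESeq2 gave 9 of the 10 genes an adjusted p under 0.05, the exception being Ptges, and DESeq2 on the 5 samples gave one to S100a6, Anxa1 and Cd209b.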

Interestingly, many of the DMHCA-modulated genes are classified as damage-associated molecular patterns (DAMPS) known to promote pathological inflammatory responses [47] (Table 4).

**Fig 2:**
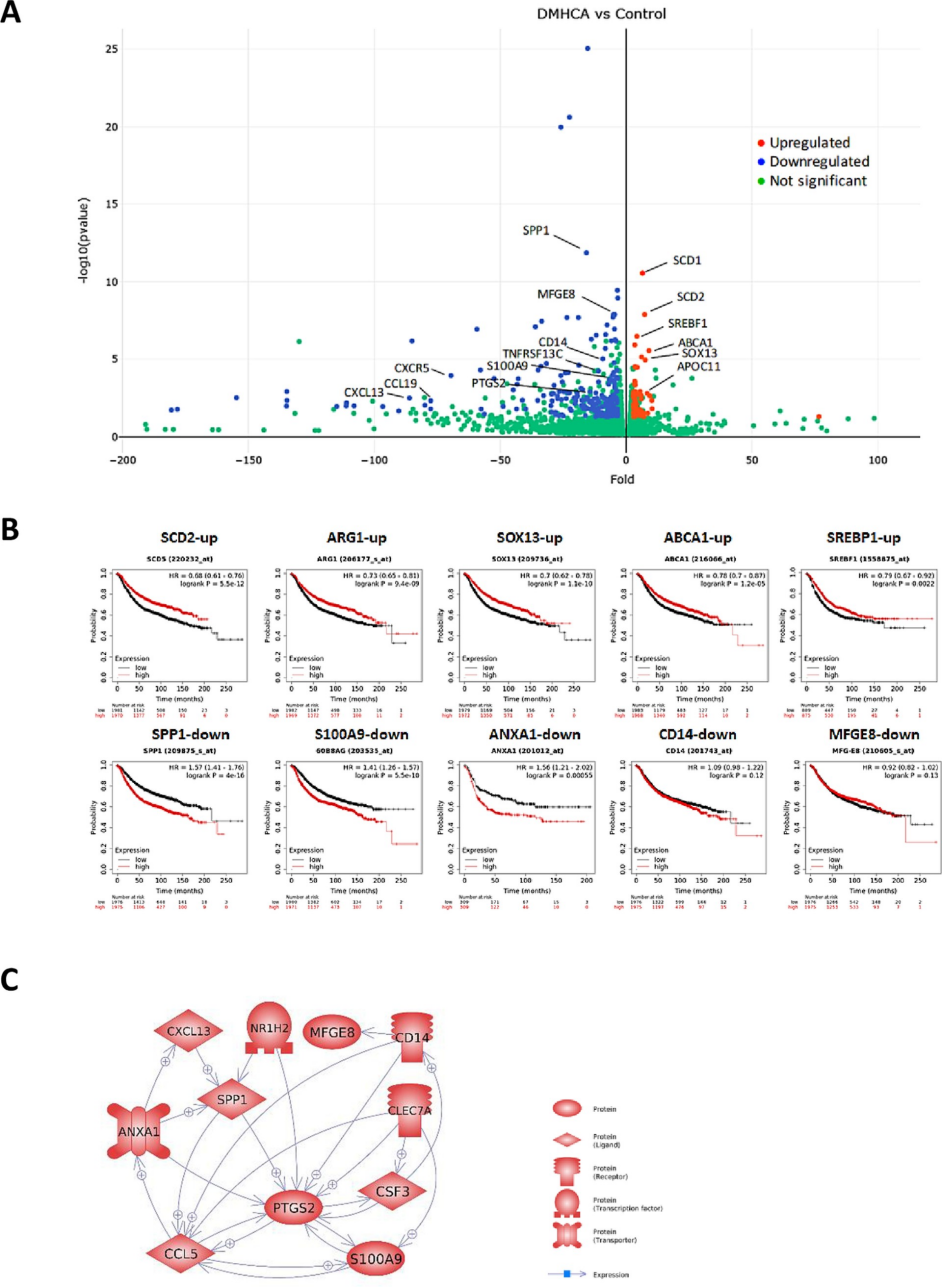
RNAseq analysis of tumors from NeuT/ATTAC+AP mice treated with DMHCA. **A**, Volcano plot comparing up- and downregulated genes with a p-value <0.05 and a ≥3-fold change. **B**, Kaplan-Meier analysis of survival probability in all breast cancer subjects with high or low expression of LXR-modulated genes. **C**, The interrelationship of LXR-modulated genes downregulated in tumors from NeuT/ATTAC+AP mice after DMHCA treatment.

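Cxcr5, Ccl19 and Tnfrsf13c, labelled in the volcano plot, are genes of B cells and lymphoid tissue. Cxcr5 (ENSMUSG00000047880, chromosome 9 of GRCm38, 44511787 to 44561877), the receptor gene for Cxcl13, lies antisense to Bcl9l. It had 159, 11.5 and 1385 normalized counts in control libraries 1, 2 and 3, and 9.04 and 1.00 in the DMHCA samples, the first of them libraries 1 and 3 together. This gave a log2 fold change of -6.55 (standard error 2.22, adjusted p = 0.644 by edgeR's quasi-likelihood test) and of -3.95 without control library 3. For Ccl19 (ENSMUSG00000071005, chromosome 4, 42754525 to 42756577) the control libraries held 178, 21.0 and 2463 normalized counts and the DMHCA samples 12.1 and 5.98. Its log2 fold change was -6.55 (standard error 2.16), and -3.42 without control library 3. Tnfrsf13c (ENSMUSG00000068105, chromosome 15, 82221743 to 82224369) encodes a B cell receptor for a survival factor, and its control library 2, with 17.2 normalized counts, lay below the 45.2 of DMHCA libraries 1 and 3. Control library 3 held 1092 normalized counts of Tnfrsf13c, and the log2 fold change of -3.74 (standard error 1.71) was -1.25 without it. With DESeq2 and the 6 libraries as separate samples, all 3 genes had an adjusted p under 0.05.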

**Table 1:** Disease networks enriched in genes downregulated in tumors from NeuT/ATTAC+AP mice treated with DMHCA.

Disease	Overlap	Overlapping Entities	p-value	Jaccard similarity
**neutrophil infiltration**	22	**CD14;ANXA1;PTGS2,S100A9;MFGE8;SPP1;CXCL13;CLEC7A;CSF3;CCL5;**ENPP2;ADORA1;MMP12;SFTPD;ANGPT1;SLPI;	1.94E-16	2.81E-02
		SLC12A2;MMP3;PTGER4;PTN;SELL;NPY		
**chronic inflammation**	23	**CD14;PTGS2;S100A9;MFGE8;SPP1;CXCL13;CSF3,CCL5**;MMP12;PTGES;AURKA;SPARCL1;ENPP2;AREG;SFTPD;ANGPT1;	2.29E-15	2.34E-02
		ARG1;LTB;MMP3;PTGER4;SELL;NPY		
**inflammatory disease**	25	**CD14;ANXA1;PTGS2;S100A9;MFGE8;SPP1;CSF3;CCL5;CXCL13;CLEC7A;**ENPP2;SFTPD;CD83;SLPI;PTGES;MMP3;PTGER4;	1.46E-14	1.90E-02
		WNT7B;ADORA1;MMP12;AREG;ANGPT1;ARG1;SELL;NPY		
**leukocyte infiltration**	20	**CD14;ANXA1;PTGS2,S100A9;SPP1;CSF3;CCL5**;MMP12;CSN2;ENPP2;AREG;SFTPD;ANGPT1;CD83;SLPI;PTGES;LTB;	8.56E-14	2.44E-02
		MMP3;PTGER4;SELL		
**fibrosis**	31	**CD14;ANXA1;PTGS2,S100A9;MFGE8;SPP1;CSF3;CCL5;CLEC7A**;AURKA;SPARCL1;ENPP2;SFTPD;SLPI;PTGES;SREBF1;	1.10E-13	1.31E-02
		ADAM33;MMP3;PTGER4;LOXL4;WFDC2;SMOC1;ADORA1;MMP12;AREG;ANGPT1;ARG1;PDGFD;PTN;SELL;NPY		
**metastasis**	46	**ANXA1;PTGS2;S100A9;MFGE8;SPP1;CSF3;CCL5;CXCL13;CLEC7A;**PIR;PARD3B;FAM20C;AURKA;SPARCL1;ENPP2;SEMA3B;	1.34E-13	8.08E-03
		SOX13;KRT7;SLPI;PTGES;SLC12A2;SREBF1;AJAP1;MMP3;PTGER4;TYRO3;LOXL4;WNT7B;DEPTOR;LEF1;WFDC2;S100A6;		
		MMP12;SEMA3D;AREG;ANGPT1;S100A14;PIK3R5;STARD13;ARG1;LTB;PDGFD;PKP1;PTN;SELL;NPY		
**macrophage infiltration**	20	**CD14;ANXA1;PTGS2;S100A9;SPP1;CLEC7A;CSF3;CCL5;**;ADORA1;MMP12;ENPP2;SFTPD;ANGPT1;ARG1;SREBF1;PDGFD;	5.52E-13	2.22E-02
		MMP3;PTGER4;LOXL4;NPY		
**inflammation**	42	**CD14;ANXA1;PTGS2;S100A9;MFGE8;SPP1;CSF3;CXCL13;**;PIR;AURKA;SPARCL1;ENPP2;SFTPD;SOX13;CD83;SLPI;PTGES;	3.53E-12	8.23E-03
		SLC12A2;SREBF1;ADAM33;MMP3;PTGER4;TYRO3;DEPTOR;CCL5;WFDC2;SMOC1;ADORA1;S100A6;MMP12;CSN2;AREG;		
		IL18R1;ANGPT1;MAL;ARG1;LTB;PDGFD;PTN;SELL;NPY		
**neoplasm**	49	**CD14;ANXA1;PTGS2;S100A9;MFGE8;SPP1;CXCL13;CSF3;CCL5;CLEC7A;**;NEXMIF;AURKA;KRT7;SLC12A2;SREBF1;PTGER4;	3.93E-11	6.53E-03
		LOXL4;DEPTOR;LEF1;ADORA1;AREG;MAL;STARD13;ARG1;LTB;PDGFD;PKP1;PTN;CD37;SPARCL1;ENPP2;SEMA3B;SFTPD;		
		CD83;SLPI;PTGES;ADAM33;AJAP1;MMP3;TYRO3;WNT7B;SMOC1;MMP12;SEMA3D;IL18R1;ANGPT1;S100A14;SELL;NPY		
**neutrophil accumulation**	12	**CD14;ANXA1;PTGS2;S100A9;SPP1;CLEC7A;CSF3;CCL5;**ADORA1;AREG;SLPI;SELL	6.74E-10	2.97E-02
**lung metastasis**	20	**ANXA1;PTGS2;S100A9;SPP1;CSF3;CCL5;**MMP12;AURKA;ENPP2;SFTPD;S100A14;KRT7;PTGES;AJAP1;PDGFD;MMP3;	1.78E-09	1.44E-02
		LOXL4;SELL;WNT7B;LEF1		
**adenocarcinoma**	15	**ANXA1;PTGS2;S100A9;CSF3;**MMP12;AURKA;ANGPT1;S100A14;MAL;LTB;MMP3;PTGER4;WNT7B;LEF1;WFDC2	2.85E-09	1.98E-02
**neoplasm invasion**	20	**ANXA1;PTGS2;S100A9;SPP1;CCL5**;MMP12;ENPP2;AURKA;AREG;ANGPT1;SLPI;PIK3R5;SLC12A2;CSF3;PDGFD;MMP3;	7.88E-09	1.32E-02
		LOXL4;PTN;SELL;LEF1		
**breast cancer**	31	**CD14;ANXA1;PTGS2;S100A9;SPP1;MFGE8;CSF3;CCL5;CLEC7A;**ENPP2;SEMA3B;KRT7;AURKA;SPARCL1;SREBF1;AJAP1;	9.12E-09	8.54E-03
		MMP3;PTGER4;TYRO3;WNT7B;ADORA1;MMP12;AREG;ANGPT1;S100A14;PIK3R5;STARD13;ARG1;PDGFD;PKP1;PTN		
**cancer**	41	**CD14;ANXA1;PTGS2;S100A9;MFGE8;SPP1;CSF3;CCL5;CXCL13;**AURKA;CD37;SPARCL1;ANXA1;ENPP2;SEMA3B;CD83;	2.11E-08	6.51E-03
		KRT7;SLPI;PTGES;SREBF1;MMP3;PTGER4;TYRO3;LOXL4;SGSM1;WNT7B;DEPTOR;LEF1;WFDC2;SMOC1;S100A6;MMP12;		
		SEMA3D;AREG;ANGPT1;S100A14;MAL;PIK3R5;PDGFD;PTN;SELL;NPY		
**autoimmunity**	17	**CD14;ANXA1;PTGS2;S100A9;MFGE8;SPP1;CXCL13;CSF3;CLEC7A;CCL5**;MMP12;SFTPD;CD83;LTB;TYRO3;SELL;NPY	8.97E-08	1.35E-02

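Table 1 names 58 genes under its disease terms, and 57 of them were expressed highly enough to be tested, the exception being Ajap1. The mean was lower with DMHCA for 46 of these genes and higher for 11, which are Adora1, Slc12a2, Aurka, Arg1, Srebf1, Sox13, Tyro3, Deptor, Stard13, Nexmif and Sgsm1. S3 Table lists 44 of the 58 genes as lower and 12 as higher and does not hold the other 2. The samples of the groups did not overlap for 25 of the lower and 7 of the higher genes. DESeq2 with the 6 libraries as separate samples gave an adjusted p under 0.05 to 32 of the lower and 9 of the higher genes, and edgeR's quasi-likelihood test on the 5 samples gave an adjusted p = 0.644 or above to every gene. Slc12a2 (ENSMUSG00000024597, chromosome 18 of GRCm38, 57878678 to 57946821), named under neutrophil infiltration, had 21346 ± 9957 normalized counts in control tumors (SD, n = 3) and 75382 ± 841 after DMHCA (SD, n = 2), a log2 fold change of 1.82 (standard error 0.48). Deptor (ENSMUSG00000022419, chromosome 15, 55112317 to 55259271), named under metastasis, changed from 7383 ± 5421 to 28126 ± 9671 normalized counts, a log2 fold change of 1.93 (standard error 0.59). The log2 fold change of Deptor ranged from 1.63 to 2.72 as libraries were left out. Aurka (ENSMUSG00000027496, chromosome 2, 172356190 to 172370535) was highest in DMHCA library 2, with 6746 normalized counts against 2163 in DMHCA libraries 1 and 3, and its log2 fold change was 1.90 (standard error 0.61). The enrichment p-values of Table 1 were not recomputed here, because the database and background behind them are not among the files used.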

Genes are from the RNAseq results in S3 Table in S1 File. Genes depicted in Fig 2C containing an LXR response element are in **BOLD**. Shown are groups containing ≥12 genes with a p-value <0.05.

**Table 2:** Genes modulated by DMHCA that positively correlate with increased progression-free survival in breast cancer subjects.

Gene Symbol	Gene Name	FC	padj	Ctl Mean	DMHCA Mean
Arg1	Arginase 1	10.3	1.54E-02	1,489	15,384
Nrg1	Neuregulin 1	5.4	2.71E-02	249	1,333
**Scd2**	Stearoyl-CoA Desaturase	4.4	3.37E-05	21,644	95,956
**Srebf1**	Serum response element binding protein 1	4.3	3.35E-07	23,854	102,661
Arfgef2	ADP Ribosylation Factor Guanine Nucleotide Exchange Factor 2	3.8	2.28E-02	2,447	9,221
St3gal5	ST3 Beta-Galactoside Alpha-2,3-Sialyltransferase 5	3.5	3.09E-05	2,739	9,673
Tnfrsf19	TNF Receptor Superfamily Member 19	3.2	6.71E-02	867	2,817
Stard13	StAR Related Lipid Transfer Domain Containing 13	3.2	6.86E-03	674	2,184
**Lhpp**	Phospholysine Phosphohistidine Inorganic Pyrophosphate Phosphatase	3.2	3.39E-03	343	1,098
Eng	Endoglin	3.2	4.13E-02	1,584	5,060
**Bckdha**	Branched Chain Keto Acid Dehydrogenase E1 Subunit Alpha	3.2	1.21E-03	4,328	13,821
**Cpd**	Carboxypeptidase	3.1	1.28E-02	27,885	85,878
**Sox13**	SRY-Box Transcription Factor 13	3.0	1.46E-03	1,289	3,808
**Abca1**	ATP Binding Cassette Subfamily A Member 1	2.8	2.45E-03	4,862	13,428
Wnt5a	Wnt Family Member 5A	-3.1	6.59E-02	1,660	533
**S100a9**	S100 Calcium Binding Protein A9	-3.3	3.46E-02	303	87
**Cd14**	CD14Molecule	-3.6	5.34E-05	17,094	4,758
S100a6	S100 Calcium Binding Protein A6	-5.8	6.54E-07	15,295	2,619
CD209b	Dendritic Cell-Specific Intracellular Adhesion Molecules	-9.4	3.06E-03	743	80
Lyz1	Lysozyme	-9.8	4.45E-02	1,348	138
**Spp1**	Secreted Phosphoprotein 1	-15.7	1.33E-12	624,507	39,662

Tumors from NeuT/ATTAC+AP mice were analyzed by RNAseq (see S3 Table in S1 File) and include genes with a raw score >300, ≥3-fold change in expression and a padj <0.05. Genes in bold contain an LXRE response element.

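All 21 genes of Table 2 changed in the listed direction, 14 higher and 7 lower, in the same libraries from which the list was made. The groups did not overlap for 17 of them, and 18 had an unadjusted p under 0.05, with an adjusted p = 0.644 for each by edgeR's quasi-likelihood test. Among the genes higher with DMHCA, St3gal5 (ENSMUSG00000056091, chromosome 6 of GRCm38, 72097592 to 72154571), a sialyltransferase gene, had 2745 ± 941 normalized counts in control tumors (SD, n = 3) and 9768 ± 466 after DMHCA (SD, n = 2), a log2 fold change of 1.83 (standard error 0.33). The arginase gene Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) held 22496 normalized counts in DMHCA libraries 1 and 3 taken as 1 sample and 1011 in DMHCA library 2. Control libraries 1, 2 and 3 held 2246, 334 and 1949 normalized counts of Arg1. Its log2 fold change was 2.97 (standard error 1.22). Eng (chromosome 2, 32646595 to 32682669), which lies antisense to Fpgs, also rose in DMHCA libraries 1 and 3 (6712 normalized counts) and not in DMHCA library 2 (1679, against 1513 to 1765 in the controls). Arfgef2 (ENSMUSG00000074582, chromosome 2, 166805588 to 166898052) rose in both DMHCA samples, to 17269 normalized counts in DMHCA library 2 and 5047 in DMHCA libraries 1 and 3, against 1894 to 3200 in the controls. It lies in a stretch of chromosome 2 with 11 other expressed genes that S3 Table does not list and that do not overlap a listed gene. Of these, 10 were higher in DMHCA library 2 than in every other library. The log2 fold change of Arfgef2, 2.20 (standard error 0.53), was 1.08 without DMHCA library 2. Of the lower genes, Wnt5a (ENSMUSG00000021994, chromosome 14, 28504750 to 28527448), antisense to Gm2670, changed from 1661 ± 1052 to 581 ± 209 normalized counts, a log2 fold change of -1.52 (standard error 0.64). Lyz1 (ENSMUSG00000069515, chromosome 10, 117287797 to 117292868) held 3645 normalized counts in control library 3 and 423 and 78.4 in control libraries 1 and 2, and its log2 fold change of -3.58 (standard error 1.65) was -1.14 without control library 3. Nrg1, Stard13 and Bckdha overlap Gm26578, Gm42906 and B3gnt8, and reads of these genes could be counted with theirs. DESeq2 with the 6 libraries as separate samples gave 18 of the 21 genes an adjusted p under 0.05, the exceptions being Tnfrsf19 (adjusted p = 0.0575), Wnt5a (adjusted p = 0.0573) and Lyz1 (adjusted p = 0.177), and DESeq2 on the 5 samples gave one to 8 genes.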

**Table 3:** Genes related to immune suppression that are negatively regulated by DMHCA in tumors from NeuT/ATTAC+AP mice.

Gene Symbol	Gene Name	Fold Change	padj	Immune Cell
**S100a9**	S100 Calcium Binding Protein A9	-3.3	3.46E-02	M-MDSC
**Anxa1**	Annexin A1	-3.3	1.73E-04	M-MDSC
**Cd14**	Myeloid Cell-Specific Leucine-Rich Glycoprotein	-3.6	5.34E-05	MDSC
Clec7a	C-Type Lectin Domain Containing 7A	-3.9	1.72E-02	MDSC
Ptgs2	Prostaglandin-Endoperoxide Synthase 2	-4.4	2.95E-02	MDSC
Mfge8	Milk Fat Globule EGF And Factor V/VIII Domain Containing	-5.0	1.31E-08	Treg
Wfdc2	WAP Four-Disulfide Core Domain 2	-7.5	6.17E-08	MDSC
**Ccl5**	C-C Motif Chemokine Ligand 5	-8.9	4.21E-02	MDSC
Lyz	Lysozyme	-9.8	4.45E-02	M-MDSC
**Spp1**	Secreted Phosphoprotein 1	-15.7	1.33E-12	G-MDSC
Csf3	Colony Stimulating Factor 3	-20.7	3.31E-03	M-MDSC
Cxcl13	C-X-C Motif Chemokine Ligand 13	-24.9	4.54E-02	MDSC
Sell	Selectin L	-48.8	1.08E-02	M-MDSC

The immune suppressive cell type is based on the Human Protein Atlas (https://www.proteinatlas.org) and UniProt (https://www.uniprot.org/uniprot) databases. Genes with a padj <0.05 are listed and those containing an LXRE are in **bold**. 

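The 13 genes of Table 3 include the 10 genes of Fig 2C, and each had a lower mean with DMHCA. The groups did not overlap for 7 of them, where chance gives 10% for genes not chosen by their change, and these were chosen on the same libraries. An unadjusted p under 0.05 was found for 10 genes and an adjusted p under 0.05 for 0, or for 5 when the adjustment covered this list alone. Wfdc2 (ENSMUSG00000017723, chromosome 2 of GRCm38, 164562413 to 164568510) encodes a secreted protease inhibitor. It had 879 ± 204 normalized counts in control tumors (SD, n = 3) and 102 ± 60.7 after DMHCA (SD, n = 2), a log2 fold change of -3.10 (standard error 0.56, adjusted p = 0.644 by edgeR's quasi-likelihood test) that ranged from -3.23 to -2.90 as libraries were left out. With the 6 libraries as separate samples, DESeq2 gave 12 of the 13 genes an adjusted p under 0.05, all but Lyz1, and DESeq2 on the 5 samples gave one to Anxa1, Cd14, Mfge8, Wfdc2 and Spp1.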

Data are taken from S3 Table in S1 File.

**Table 4:** Damage-associated molecular patterns downregulated by DMHCA in tumors from NeuT/ATTAC+AP mice.

Gene Symbol	Gene Name	FC	padj	Ctl Mean	DMHCA Mean
**PRR Ligands**					
S100A14	S100 Calcium Binding Protein A14	-8.1	4.92E-02	1,119	139
S100A6	S100 Calcium Binding Protein A6	-5.8	6.54E-07	15,295	2,619
HMGN3	High Mobility Group Nucleosomal Binding Domain 3	-4.8	2.00E-03	1,814	377
PTGS2	Prostaglandin-Endoperoxide Synthase 2	-4.4	2.95E-02	635	144
**PTGES**	Prostaglandin E Synthase	-3.9	7.14E-02	843	218
HSPB8	Heat Shock Protein Family B (Small) Member 8	-3.5	4.21E-02	2,216	630
**S100A9**	S100 Calcium Binding Protein A9	-3.3	3.46E-02	302	87
**ANXA1**	Annexin A1	-3.3	6.82E-02	16,053	4,153
**PRRs**					
CD209B	C-Type Lectin Domain Family 4 Member L	-9.4	3.06E-03	743	80
CLEC7A	C-Type Lectin Domain Containing 7A	-3.9	1.72E-02	658	171

Shown are genes from S3 Table in S1 File with a raw score >300, ≥3-fold change in expression and a padj <0.05. Genes in **bold** contain an LXR response element. PRRs, pattern recognition receptors.

Comparison of tumors from NeuT/ATTAC+AP mice with biopsies of HER2^+^ breast cancer for fibrosis markers indicated several commonalities, including FAP (fibroblast activation protein), Ccl5, S100aA9 and collagen expression (Fig 3). Both human and murine tumors exhibited similar patterns (Fig 3A and 3B), and DMHCA treatment reduced fibrosis and expression of these biomarkers (Fig 3C). To further characterize the link between fibrosis and tumor progression, we applied the combinatorial approach of FLIM and SHG microscopy [48] used previously to analyze non-malignant fibrotic tissues [38, 39, 45, 49] (Fig 4). FLIM determines the spatial distribution of fluorescence decay at each pixel of an image to measure the cellular environment by its autofluorescence, and when used with phasor analysis provides a 2-D representation of the abundance of collagen present [50, 51]. The phasor plot of tumor tissue from control mice (Fig 4A) showed a greater spread of phasor points compared to the tumor following DMHCA treatment (Fig 4B) that is indicative of tumor heterogeneity. The FLIM image of the control tumor showed an abundance of collagen I (*green*) & collagen III (*dark red*) (Fig 4C), which were largely absent after DMHCA treatment (Fig 4D). The phasor signature of SHG microscopy (Fig 4E, *red*) indicated separation from fluorescence at G = 1, S = 0 within the universal semi-circle (*black*), and the SHG image showed an abundance of collagen I and III in the control tumor (Fig 4F), whereas markedly less collagen was present after DMHCA treatment (Fig 4G).

**Fig 3:**
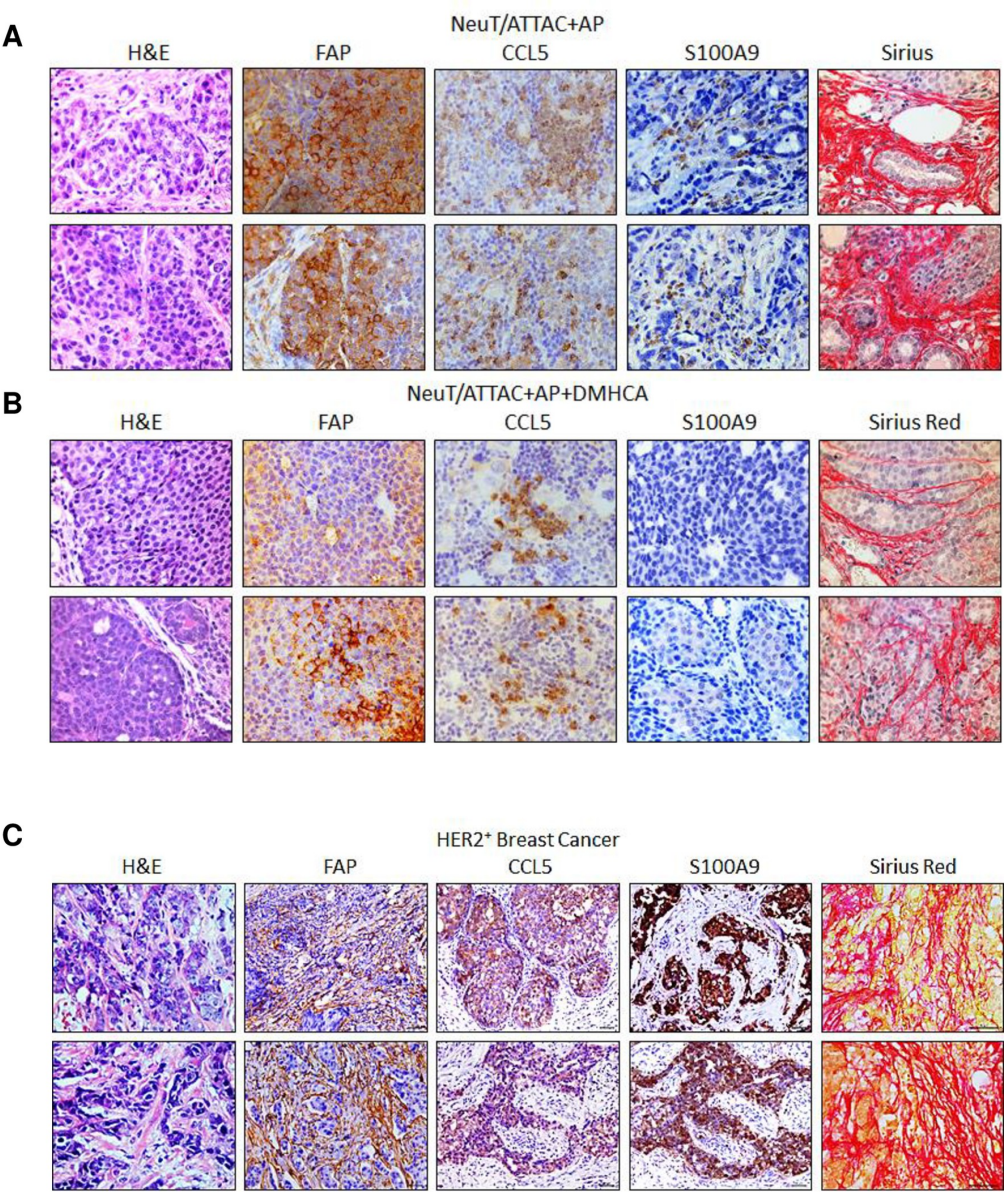
Comparison of FAP, CCL5, S100A9 and collagen expression in HER2+ breast cancer and in tumors from NeuT/ATTC+AP mice and following DMHCA treatment. NeuT/ATTAC mice were administered AP20187 and DMHCA as in Fig 1 and tissues assessed by H&E staining, FAP, CCL5 and S100A9 by IHC and collagen by PicroSirius Red staining.

**Fig 4:**
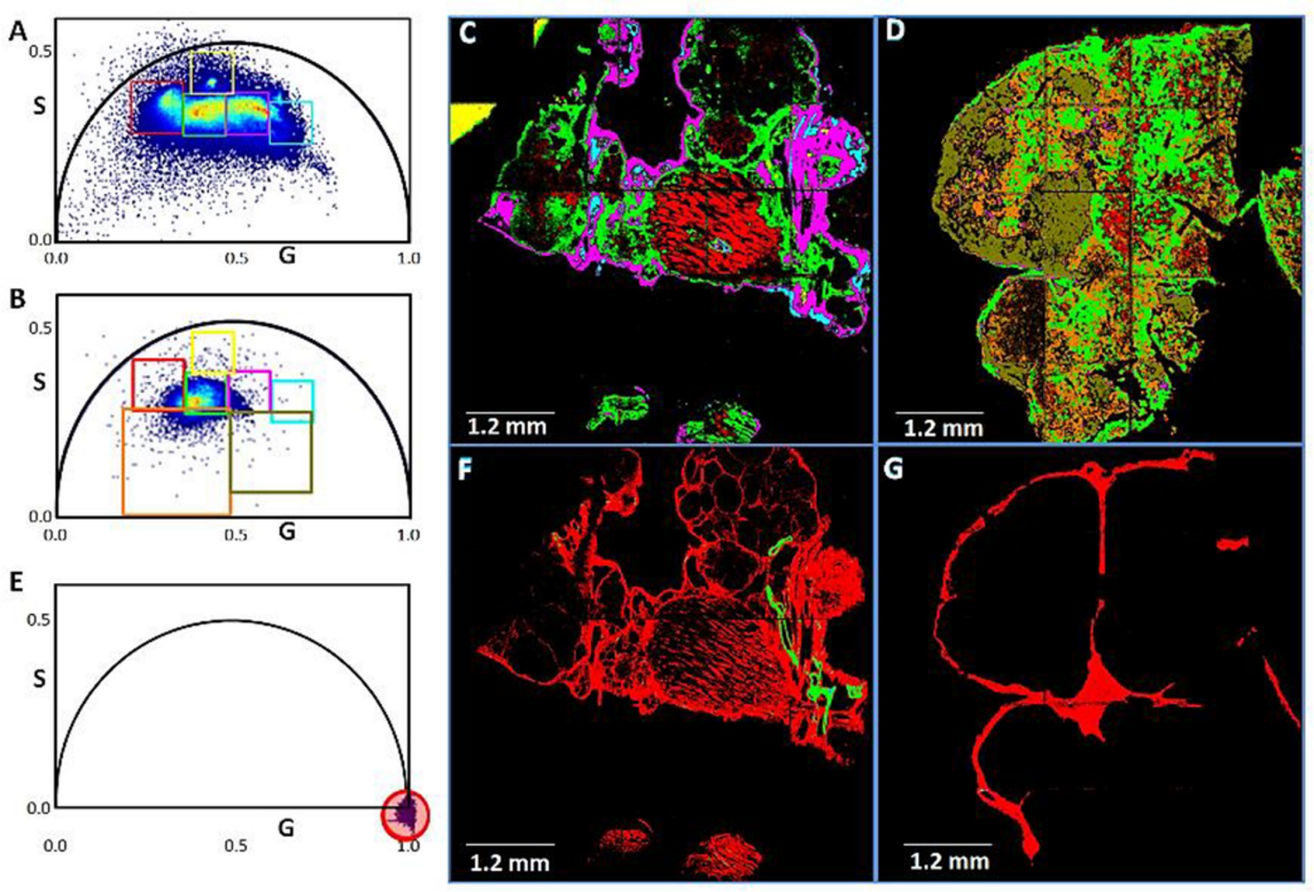
FLIM and SHG analysis of mammary tumors from control and DMHCA-treated NeuT/ATTAC mice receiving AP21087. FLIM: The red cursor shows the collagen I phasor signature, where the control tumor (**A**) has a larger spread of phasor points compared to the tumor from the DMHCA-treated animal (**B**), and indicates tumor heterogeneity. Multiple cursors selected areas of the phasor clouds for the control tumor (**A**) DMHCA-treated tumor (**B**). The control tumor shows excessive collagen I deposition shown by the red shading (**C**), as well as pink and cyan shading, which are largely absent in the DMHCA-treated tumor (**D**). The orange and olive green shading in the DMHCA-treated tumor (**D**) emphasize the changes occurring in the TME as a result of DMHCA treatment. SHG: SHG is generated from the interaction of light with the non-centrosymmetric structure of collagen I fibers (red shading), and indicates fibrosis. **E**, The phasor signature of SHG (red shaded cursor) is separated from fluorescence and appears at G = 1, S = 0), since the harmonic generation signal is not delayed compared to fluorescence, and the phasor from fluorescence appears inside the universal black semi-circle. Extensive collagen deposition is present in the control tumor (**F**) and is largely absent in the DMHCA-treated tumor (**G**), indicating a marked reduction in fibrosis. The areas represented in **F** and **G** are the same areas shown in **C** and **D**, respectively. Scale bar, 1.2 mm.

We then determined whether DMHCA treatment resulted in changes in the immune TME of NeuT/ATTAC+AP mice. DMHCA produced a significant increase in CD4 and CD8 effector T cells (CD44^+^/CD62L^-^) (Fig 5A and 5B) as well as a reduction in both naïve (CD44^-^/CD62L^+^) T cell populations (Fig 5A). Although DMHCA did not reduce the primary population of circulating Treg cells (CD4^+^/Foxp3^+^/PD-1^-^) [52], it did reduce the percentages of both M-MDSC and G-MDSC in tumor infiltrates (Fig 5A) and G-MDSC in the spleen (Fig 5B) and increased the percentages of macrophages and dendritic cells in the spleen (Fig 5B), but not in the tumor.

**Fig 5:**
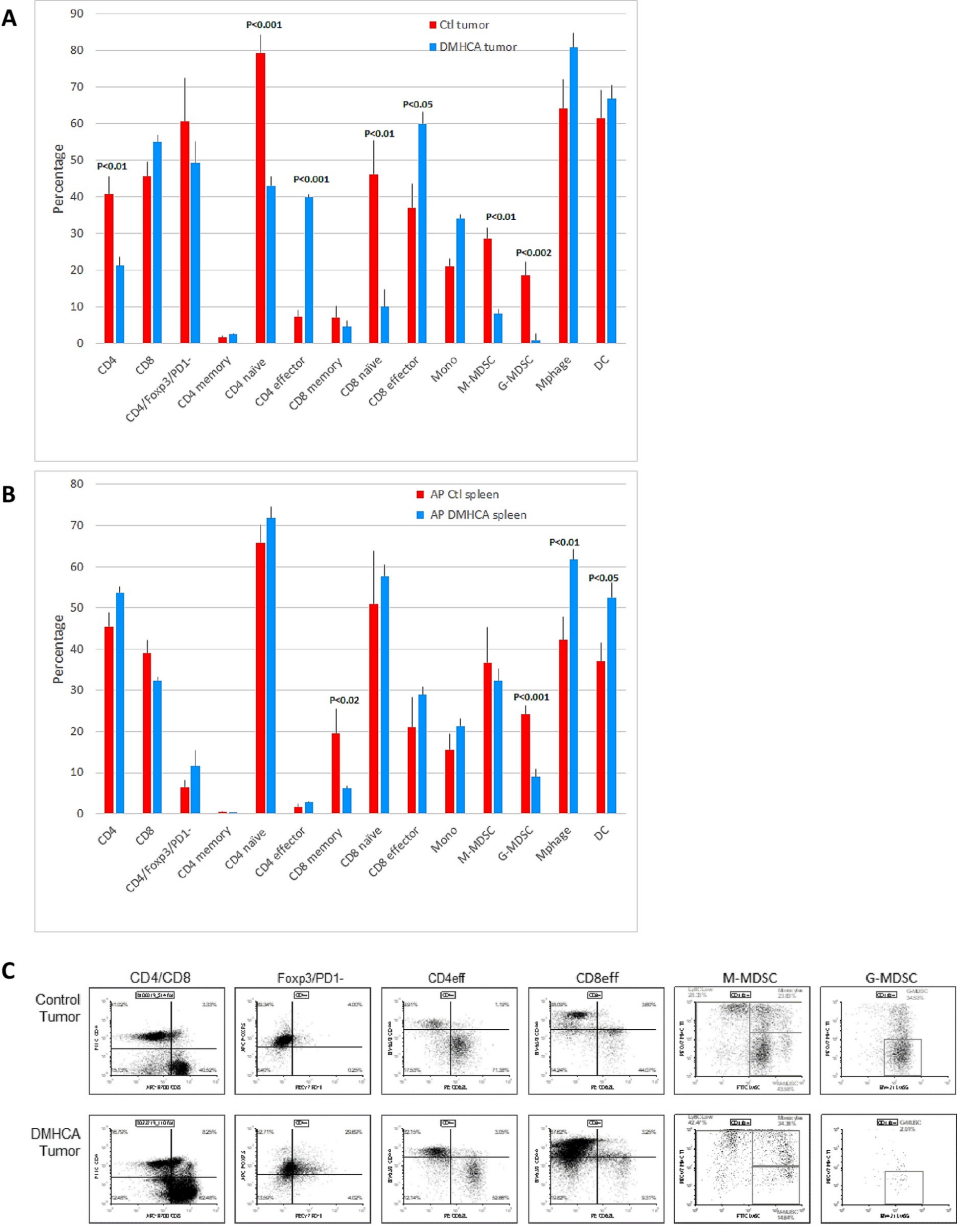
DMHCA reduces tumor infiltrating MDSC and increases CD4^+^ effector T cells. **A**, Flow cytometry analysis of immune cell subsets from tumor infiltrates and spleen after DMHCA treatment. There was a significant increase in CD4 effector T cells and a reduction in M-MDSC and G-MDSC in tumors as well as a reduction of G-MDSC in the spleen. N = 5 per group. G, granulocytic; M, monocytic. Statistical significance was determined by the two-tailed Student’s t test. **B**, Representative FACS analyses of tumor infiltrates from control and DMHCA-treated mice.

## Discussion

The present study has assessed the role of the LXR agonist DMHCA in reducing tumorigenesis and ameliorating fibrosis and immune tolerance in the NeuT/ATTAC fibrosis model of ErbB2 neoplasia [27]. DMHCA was highly effective in reducing collagen and fibroblast markers in mammary tumors (Figs 3 and 4) that was consistent with its efficacy in ameliorating fibrosis in non-malignant disease models of the kidney, liver, lung, heart and retina [38, 39, 53, 54] as well as in carcinogen [55] and MMTV-PyMT mammary tumorigenesis [56]. The fibrotic changes in the mammary gland of NeuT/ATTAC+AP mice (Figs 2 and 4) were similar to those described for invasive ductal breast carcinomas in terms of collagen abundance in fibrotic foci and its association with tumor progression and poor survival [9].

The major transcriptional effects of DMHCA were linked to transrepression of a network of LXR-responsive genes, including PTGS2, S100A9, SPP1, CD14, CCL5 and ANXA1, which are overexpressed in MDSC [57–62] and in a significant proportion of breast cancers [63], where they denote poor survival [57]. 

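For the 6 genes named here, the fold decreases in mean normalized counts were 13.4 for Spp1, 8.93 for Ccl5, 4.81 for Ptgs2, 3.69 for Cd14, 3.64 for Anxa1 and 2.77 for S100a9. S4 Table marks Spp1, Ccl5, Anxa1 and S100a9 as having an LXRE and does not list Ptgs2 and Cd14. With DESeq2 and the 6 libraries as separate samples, the adjusted p was 9.3e-13 for Spp1, 1.1e-04 for Cd14, 3.4e-04 for Anxa1, 0.0229 for Ptgs2, 0.0300 for Ccl5 and 0.0318 for S100a9. Over all the fits that were run, the adjusted p of Ccl5 ranged from 0.0300 to 0.952 and that of Spp1 from 9.3e-13 to 0.755. The paper links the major effects of DMHCA on transcription to transrepression of this LXR-responsive network, cites reports that its genes are overexpressed in MDSC, and proposes that the reduction in immune tolerance denoted a mechanism that may have contributed to increased survival.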

Breast cancer cell lines MDA-MB-231 and MDA-MB-435 are known to secrete CCL5 to increase the development of MDSC [64] and metastasis [65]. In a similar context, PTGS2 and its product PGE2 increase the differentiation of MDSC [66, 67] and their capacity to generate Treg cells [68]. LXR agonists were previously found to inhibit MDSC through the upregulation of ApoE and binding to the low density lipoprotein receptor LRP8 [69, 70], and the increase in ApoC1 transcription by DMHCA may have a similar function. Conversely, DMHCA increased expression of several LXR target genes, including SCD2, SREBF1, CPD and ABCA1 (S4 Table in S1 File), which positively correlate with increased survival in breast cancer subjects (Table 2).

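Apoc1 (ENSMUSG00000040564, chromosome 7 of GRCm38, 19689481 to 19692660) encodes a small apolipoprotein. It had 15716 normalized counts in DMHCA libraries 1 and 3, taken as 1 sample, and 1697 in DMHCA library 2, against 1260, 235 and 3323 in control libraries 1, 2 and 3. The log2 fold change was 2.45 (standard error 1.16, adjusted p = 0.644 by edgeR's quasi-likelihood test) and lay between 1.93 and 3.54 as libraries were left out. DESeq2 gave Apoc1 an adjusted p = 0.0363 with the 6 libraries as separate samples. Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188), its neighbor, did not rise, with 96206 ± 18008 normalized counts in control tumors (SD, n = 3) and 66459 ± 16215 after DMHCA (SD, n = 2). Its log2 fold change was -0.53 (standard error 0.38, adjusted p = 0.709). Lrp8 (ENSMUSG00000028613, chromosome 4, 107802261 to 107876840) had 437 ± 109.6 and 592 ± 421 normalized counts, a log2 fold change of 0.44 (standard error 0.54, adjusted p = 0.817) that is smaller than its error.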

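Scd2 (ENSMUSG00000025203, chromosome 19 of GRCm38, 44293674 to 44306864), a fatty acid desaturase gene, rose from 21673 ± 9667 normalized counts in control tumors (SD, n = 3) to 96336 ± 2248 after DMHCA (SD, n = 2), a log2 fold change of 2.15 (standard error 0.45, adjusted p = 0.644 by edgeR's quasi-likelihood test). Its paralog Scd1 (ENSMUSG00000037071, chromosome 19, 44394455 to 44407879), rose from 46063 ± 25089 to 336050 ± 2463 normalized counts, a log2 fold change of 2.87 (standard error 0.53). Srebf1 (ENSMUSG00000020538, chromosome 11, 60199089 to 60222581), antisense to Rai1, encodes a transcription factor of lipid synthesis. It had 23998 ± 6308 and 96384 ± 25920 normalized counts, a log2 fold change of 2.01 (standard error 0.39). For Cpd (ENSMUSG00000020841, chromosome 11, 76778424 to 76847018) the means were 28065 ± 9798 and 76341 ± 39690 normalized counts and the log2 fold change was 1.44 (standard error 0.48). Abca1 (ENSMUSG00000015243, chromosome 4, 53030787 to 53159895), a cholesterol transporter gene, had 4898 ± 1425 and 12604 ± 3400 normalized counts and a log2 fold change of 1.36 (standard error 0.35). In each of these 5 genes every DMHCA sample was higher than every control sample. As libraries were left out, the log2 fold change ranged from 2.59 to 3.39 for Scd1, from 1.86 to 2.52 for Scd2, from 1.81 to 2.17 for Srebf1, from 1.20 to 1.69 for Cpd and from 1.15 to 1.56 for Abca1. All 5 were given by DESeq2, with the 6 libraries as separate samples, an adjusted p under 0.05, from 2.1e-08 for Scd1 to 0.0129 for Cpd. DESeq2 on the 5 samples gave one to Scd1, Scd2 and Srebf1.

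**Figure D2:**
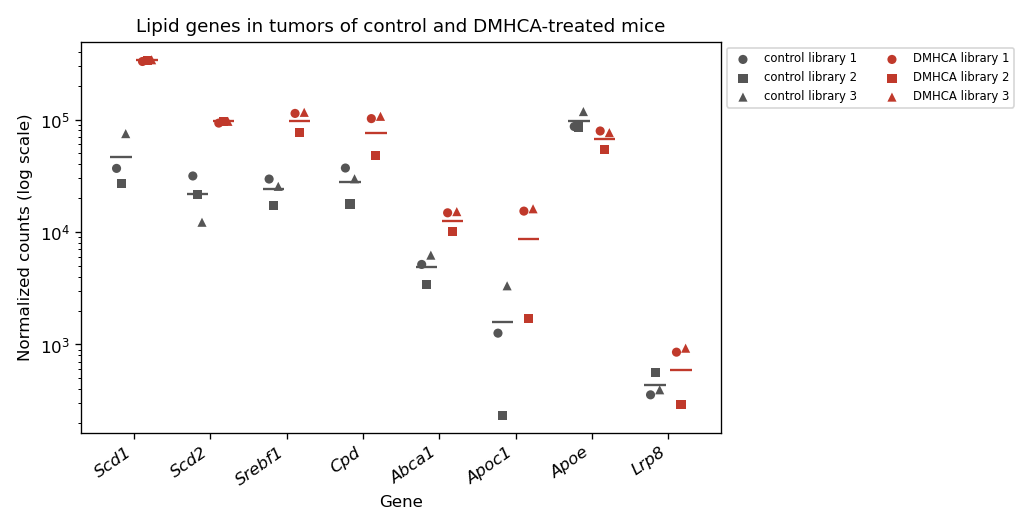
Normalized counts (y axis, log scale) of lipid genes named in the discussion and of Scd1 (x axis) in each control library (gray) and DMHCA library (red), with the library number given by the shape of the point and the group mean by a line. DMHCA libraries 1 and 3 count as 1 sample in the mean. Scd1, Scd2, Srebf1, Cpd and Abca1 are higher in every DMHCA library, Apoc1 is at 1697 normalized counts in DMHCA library 2, and Apoe is lower with DMHCA.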

Associated with reduction of tumor progression and fibrosis by DMHCA were its inhibitory effects on MDSC infiltration coincident and an increased percentage of CD4 and CD8 effector T cells. The latter changes occurred concurrently with a reduction in both naïve T cell populations in tumor infiltrates, but not in the spleen suggesting their differentiation in peripheral tissues [71]. This reduction in immune tolerance denoted in interactive LXR-downregulated mechanism (Fig 2C) that may have contributed to increased survival, and suggests that DMHCA may have further therapeutic potential in combination with immune checkpoint inhibitors.

Overall, the present study suggests that the pleiotropic actions of DMHCA and other LXR agonists work collectively to reduce collagen deposition and fibrosis [25, 26], proliferation [72–75] and the immune tolerant TME. The present findings offer the first evidence of the effectiveness of an LXR agonist in a stringent transgenic model of breast cancer fibrosis, and suggests a rationale for a new therapeutic approach to enhance the efficacy of therapies for HER2^+^ breast cancer and other malignancies.

## Supporting information

S1 File (PDF) Click here for additional data file.

# Supplementary material for: Reduction of fibrosis and immune suppressive cells in ErbB2-dependent tumorigenesis by an LXR agonist
**Source:** PLoS One. 2021 Mar 29;16(3):e0248996. doi: 10.1371/journal.pone.0248996
**Supplement:** S1 File

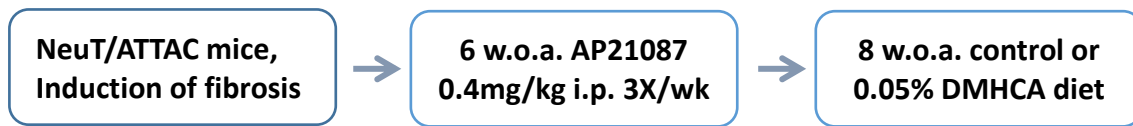

**Figure S1. Schematic of the treatments of NeuT/ATTAC mice.** See Methods for details.  
w.o.a., weeks of age

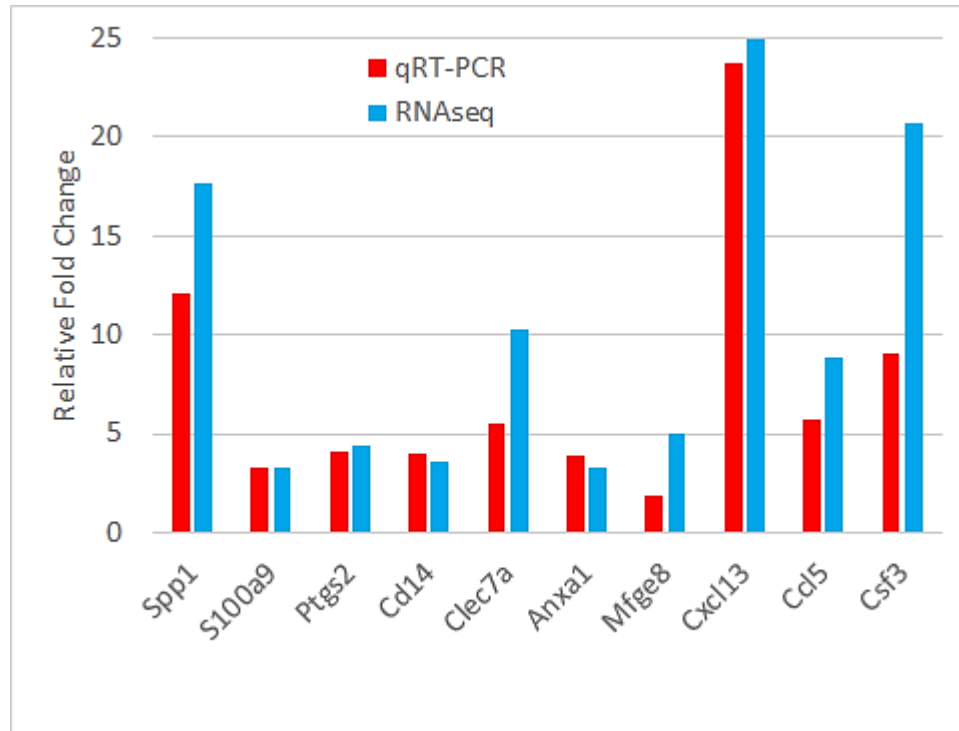

Figure S2. Comparison of qRT-PCR and RNAseq results of genes downregulated by DMHCA in mammary tumors from NeuT/ATTAC+AP mice. RNA selection is based on the genes in Fig 2C and RNAseq data in Table S3.

**S1 Table. Antibodies for IHC and FACS****IHC:**

| <b>Antibody</b>  | <b>Catalog #</b> | <b>Source</b> | <b>Dilution</b> |
|------------------|------------------|---------------|-----------------|
| FAP              | MBS176159        | MyBiosource   | 1:120           |
| S100A9           | PA5-81470        | Invitrogen    | 1:1000          |
| CCL5             | MA1-24665        | Invitrogen    | 1:40            |
| PD-1             | AF1086           | R&D           | 1:100           |
| PD-L1            | ab238697         | Abcam         | 1:100           |
| CXCL1            | ab86436          | Abcam         | 1:100           |
| SPP1/Osteopontin | AF808            | R&D           | 1:100           |

**FACS:**

| <b>Antibody</b> | <b>Catalog #</b> | <b>Source</b> | <b>Conjugate</b> | <b>Clone</b> |
|-----------------|------------------|---------------|------------------|--------------|
| Ly6G            | 127628           | Biolegend     | BV 421           | 1A8          |
| CD11B           | 563168           | BD            | BV 711           | M1/70        |
| F4/80           | 123141           | Biolegend     | BV 785           | BM8          |
| Ly6C            | 553104           | BD            | FITC             | AL-21        |
| CD8A            | 100732           | Biolegend     | PerCPCy5.5       | 53-6.7       |
| CD86            | 105008           | Biolegend     | PE               | GL-1         |
| MHC-II, I-A/I-E | 25-5321-82       | eBioscience   | PE-Cy7           | M5/114.15.2  |
| CD80            | 102716           | Biolegend     | A647             | 16-10A       |
| CD11C           | 565872           | BD            | APC-R700         | N418         |
| CD45            | 103116           | Biolegend     | APC-Cy7          | 30-F11       |
| CD49B           | 563063           | BD            | BV 421           | DX5          |
| CD335           | 562850           | BD            | BV 421           | 29A14        |
| CD25            | 740714           | BD            | BV 711           | PC61         |
| CD44            | 563736           | BD            | BV 785           | IM7          |
| CD4             | 553729           | BD            | FITC             | GK1.5        |
| CD3E            | 551163           | BD            | PerCPCy5.5       | 145-2C11     |
| TCRB            | 560657           | BD            | PerCPCy5.5       | H57-597      |
| CD62L           | 553151           | BD            | PE               | MEL-14       |
| PD-1            | 109110           | Biolegend     | PE-Cy7           | RMP1-30      |
| FOXP3           | 17-5773-82       | eBioscience   | APC              | FJK-16s      |
| CD8             | 564983           | BD            | APC-R700         | 53-6.7       |
| CD45            | 103116           | Biolegend     | APC-Cy7          | 30-F11       |
| Live/Dead stain | 564406           | BD            | BV 510           |              |

**S2 Table. List of primers for qRT-PCR analysis**

| <b>Gene</b> | <b>Forward Primer (5'→3')</b> | <b>Reverse Primer (5'→3')</b>  |
|-------------|-------------------------------|--------------------------------|
| Lep         | GGT TGA TCT CAC AAT GCG TTT C | TGG GAG ACA GGG TTC TAC TT     |
| CD28        | AGA GAC CCG GTG TAC CTT ATA G | GTG CAT ACC TGC CCT AAG AAA    |
| Ptgs2       | CGG ACT GGA TTC TAT GGT GAA A | CTT GAA GTG GGT CAG GAT GTA G  |
| Tnfrsf13c   | TGC CTT CAG ATG GTT GGA TAG   | CAT ACC TCC AGC CCA GTA ATC    |
| Ccl19       | GGA AAC CAA GGA CCA GAA GAG   | CTC TCT TGT CCA CAC TCA CAT C  |
| Cxcl13      | CTC GTG CCA AAT GGT TAC AAA G | CTT CAG GCA GCT CTT CTC TTA C  |
| S100a9      | CTG GGC TTA CAC TGC TCT TAC   | GGT GTC GAT GAT GGT GGT TAT    |
| Pou2F1      | GTC TGC TTA TTT CTG CCT CTC T | GAT CGG CTT CAC CTG TTT CT     |
| Spp1        | CTT TCA CTC CAA TCG TCC CTA C | CAG AAA CCT GGA AAC TCC TAG AC |
| Ccl5        | GCC CAC GTC AAG GAG TAT TT    | CTT GAA CCC ACT TCT TCT CTG G  |
| Cd14        | TCA GTT ACA ACA GGC TGG ATA G | GGT GAC TAC GCC AGA GTT AAA    |

**S3 Table. RNAseq analysis of tumors of NeuT/ATTAC+AP mice treated with DMHCA.** Shown are genes with a raw score  $\geq 300$  in control or DMHCA-treated mice, with  $\geq 3$ -fold change in expression between experimental groups and a p-value  $< 0.05$ . Genes in **bold** contain an LXR response element (Pehkonen et al. BMC Genomics 13:50, 2012).

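S3 Table lists 326 genes, 112 higher and 214 lower with DMHCA, and all were found among the deposited genes. The paper's adjusted p is under 0.05 for 207 of them, 70 higher and 137 lower, and 0.05 or more for 119, of which 42 are higher and 77 lower. For 291 to 323 genes per library, the table's value was compared with the deposited count times a constant, the median ratio of that library. It lay within 2% for 99.7% of the genes in control library 2 and for 100.0% in the other libraries. The constants were 0.961, 0.962 and 1.06 for control libraries 1, 2 and 3 and 0.976, 1.01 and 1.04 for DMHCA libraries 1, 2 and 3. With the counts used here, the median log2 fold change was -2.21 over the genes listed as lower and 1.83 over those listed as higher. A single control library held most of the total of its group for 171 of the 214 lower genes (79.9%).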

|           |        |          |          |         |        |         |       |     |       |         |       |
|-----------|--------|----------|----------|---------|--------|---------|-------|-----|-------|---------|-------|
| Enpp2     | -18.9  | 1.15E-11 | 2.05E-08 | 804     | 1,033  | 3,938   | 126   | 70  | 110   | 1,925   | 102   |
| Smoc1     | -22.5  | 1.92E-25 | 2.39E-21 | 3,561   | 2,487  | 5,988   | 227   | 129 | 181   | 4,012   | 179   |
| Ighg2b    | -22.5  | 9.71E-06 | 1.50E-03 | 360     | 13     | 982     | 28    | 14  | 20    | 452     | 21    |
| Plin1     | -23.0  | 2.29E-07 | 7.41E-05 | 530     | 87     | 1,487   | 31    | 51  | 11    | 701     | 31    |
| Wfdc5     | -23.1  | 7.19E-03 | 1.13E-01 | 3,564   | 13,480 | 71      | 71    | 611 | 60    | 5,705   | 247   |
| Sftpd     | -23.5  | 1.14E-11 | 2.05E-08 | 693     | 592    | 3,046   | 52    | 92  | 42    | 1,444   | 62    |
| Kcna6     | -24.1  | 2.45E-07 | 7.83E-05 | 1,313   | 2,099  | 164     | 25    | 109 | 16    | 1,192   | 50    |
| Cxcl13    | -24.9  | 1.53E-03 | 4.54E-02 | 237     | 64     | 4,117   | 53    | 83  | 42    | 1,472   | 60    |
| Serpinb11 | -25.3  | 1.21E-06 | 2.96E-04 | 312     | 2,565  | 396     | 75    | 5   | 51    | 1,091   | 44    |
| Trpm6     | -25.9  | 1.27E-24 | 1.05E-20 | 602     | 779    | 685     | 32    | 12  | 38    | 688     | 27    |
| Csn1s1    | -26.1  | 9.07E-03 | 1.30E-01 | 30,140  | 808    | 345,672 | 6,803 | 600 | 7,022 | 125,540 | 4,808 |
| Trpv6     | -28.0  | 1.13E-03 | 3.76E-02 | 708     | 2,376  | 56      | 16    | 90  | 8     | 1,047   | 38    |
| Mup22     | -28.6  | 2.43E-06 | 4.96E-04 | 471     | 79     | 4,976   | 75    | 57  | 63    | 1,842   | 65    |
| Igkc      | -29.5  | 6.04E-04 | 2.55E-02 | 1,846   | 119    | 12,891  | 209   | 174 | 122   | 4,952   | 168   |
| Cfd       | -31.6  | 4.24E-08 | 1.92E-05 | 2,523   | 387    | 8,969   | 92    | 236 | 48    | 3,960   | 126   |
| Adipoq    | -33.5  | 2.25E-11 | 3.54E-08 | 710     | 283    | 3,031   | 35    | 54  | 33    | 1,341   | 40    |
| Cidec     | -36.0  | 5.86E-11 | 8.11E-08 | 504     | 298    | 2,701   | 38    | 45  | 16    | 1,168   | 33    |
| Dcpp1     | -39.8  | 3.06E-04 | 1.60E-02 | 19,268  | 255    | 1,409   | 259   | 91  | 177   | 6,977   | 176   |
| Csn1s2a   | -41.5  | 3.56E-03 | 7.48E-02 | 20,062  | 527    | 341,902 | 4,190 | 539 | 4,001 | 120,830 | 2,910 |
| Ighg1     | -43.5  | 3.01E-04 | 1.59E-02 | 541     | 6      | 1,282   | 22    | 10  | 12    | 610     | 15    |
| Sell      | -48.8  | 1.79E-04 | 1.08E-02 | 401     | 23     | 3,373   | 23    | 32  | 24    | 1,265   | 26    |
| Pck1      | -59.2  | 9.30E-11 | 1.16E-07 | 344     | 55     | 1,144   | 12    | 11  | 5     | 515     | 9     |
| Ighd      | -57.6  | 3.15E-04 | 1.63E-02 | 739     | 16     | 5,949   | 52    | 28  | 38    | 2,235   | 39    |
| Ms4a1     | -77.6  | 3.03E-04 | 1.59E-02 | 475     | 4      | 3,663   | 22    | 13  | 20    | 1,381   | 18    |
| Ccl19     | -86.0  | 3.20E-05 | 3.27E-03 | 178     | 22     | 2393    | 14    | 7   | 11    | 864     | 11    |
| Csn2      | -108.0 | 1.59E-04 | 1.00E-02 | 28,038  | 765    | 515,126 | 2,400 | 682 | 1,954 | 181,310 | 1,679 |
| Cd19      | -111.0 | 9.04E-05 | 6.67E-03 | 343     | 6      | 3,191   | 19    | 8   | 7     | 1,180   | 11    |
| Cd79a     | -111.2 | 1.58E-04 | 9.94E-03 | 526     | 4      | 5,277   | 23    | 14  | 17    | 1,936   | 18    |
| Bpifa2    | -178.2 | 3.27E-04 | 1.67E-02 | 154,470 | 108    | 690     | 426   | 156 | 290   | 51,756  | 291   |
| Amy1      | -205.4 | 3.59E-05 | 3.47E-03 | 78,619  | 175    | 1,027   | 184   | 103 | 103   | 26,607  | 130   |
| Glycam1   | -213.9 | 1.79E-05 | 2.26E-03 | 2,022   | 19     | 21,178  | 61    | 30  | 19    | 7,739   | 37    |
| Npy       | -217.5 | 1.22E-05 | 1.73E-03 | 647     | 11     | 7,804   | 22    | 10  | 9     | 2,821   | 13    |
| Cr2       | -247.3 | 7.65E-06 | 1.25E-03 | 568     | 5      | 4,887   | 10    | 7   | 7     | 1,820   | 8     |
| Chia1     | -338.9 | 6.94E-05 | 5.60E-03 | 31,959  | 17     | 152     | 49    | 29  | 18    | 10,709  | 32    |
| Crisp1    | -350.6 | 1.41E-04 | 9.23E-03 | 2,080   | 2      | 11      | 4     | 2   | 2     | 698     | 2     |

**S4 Table. Genes modulated by DMHCA that contain an LXR response element.**

Tumors from NeuT/ATTAC+AP mice were analyzed by RNAseq. Shown are genes with a raw score >300 in either group, ≥3-fold change in expression and an LXR response element (Pehkonen et al. BMC Genomics 13:50, 2012). 

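All 35 genes of S4 Table changed in the listed direction in these libraries, 13 higher and 22 lower with DMHCA. The samples of the groups did not overlap for 25 (71.4%), where chance gives 10% for genes not chosen by their change, and these were chosen on the same libraries. An unadjusted p under 0.05 was found for 24 of the 35 genes and an adjusted p under 0.05 for 0, or for 16 when the adjustment covered this list alone, which holds the paper's own calls. DESeq2 with the 6 libraries as separate samples gave 24 genes an adjusted p under 0.05. DESeq2 on the 5 samples gave 8, which were Scd1, Scd2, Srebf1, Stil, Anxa1, Il1rn, Spp1 and Cfd. Il1rn (ENSMUSG00000026981, chromosome 2 of GRCm38, 24336853 to 24351494) encodes the interleukin-1 receptor antagonist and had 577 normalized counts on average in control tumors (n = 3) and 167 after DMHCA (n = 2), a log2 fold change of -1.78 (standard error 0.43, adjusted p = 0.644 by edgeR's quasi-likelihood test). Cfd (ENSMUSG00000061780, chromosome 10, 79890853 to 79892655), the adipsin gene of fat cells, had 2531, 384 and 9230 normalized counts in control libraries 1, 2 and 3 and 70.3 and 232 in the DMHCA samples, a log2 fold change of -4.73 (standard error 1.42). The log2 fold change of Cfd ranged from -5.2705 to -3.265 as libraries were left out. Fabp4 and Lpl, also expressed in fat cells, were likewise highest in control library 3, with 24672 and 21545 normalized counts against 4910 and 3647 in control library 1. In the edgeR comparison of 5 samples, Acpp changed least of the listed genes, with a log2 fold change of 1.21 (standard error 1.12, adjusted p = 0.759). Its log2 fold change ranged from 0.73 to 2.30 as libraries were left out. With DESeq2 and the 6 libraries as separate samples it was 1.57, and Abca1 changed less (1.47).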

N=3 per group.

| gene symbol | FC   | pvalue   | padj     | Control Mean | DMHCA Mean |
|-------------|------|----------|----------|--------------|------------|
| Scd1/Scd    | 7.4  | 5.15E-12 | 1.31E-08 | 45,587       | 335,995    |
| Apoc1       | 7.0  | 1.75E-03 | 4.94E-02 | 1,574        | 11,081     |
| Cdh23       | 4.8  | 3.32E-03 | 7.16E-02 | 161          | 773        |
| Scd2/Scd5   | 4.4  | 8.26E-08 | 3.37E-05 | 21,644       | 95,956     |
| Srebf1      | 4.3  | 3.09E-10 | 3.35E-07 | 23,854       | 102,661    |
| Stil        | 3.5  | 1.09E-06 | 2.72E-04 | 263          | 910        |
| Eef2k       | 3.3  | 7.39E-04 | 2.90E-02 | 1,397        | 4,649      |
| Lhpp        | 3.2  | 3.47E-05 | 3.39E-03 | 343          | 1,098      |
| Bckdha      | 3.2  | 6.94E-06 | 1.21E-03 | 4,328        | 13,821     |
| Cpd         | 3.1  | 2.23E-04 | 1.28E-02 | 27,885       | 85,878     |
| Acpp        | 3.0  | 7.65E-02 | 3.94E-01 | 537          | 1,593      |
| Sox13       | 3.0  | 9.32E-06 | 1.46E-03 | 1,289        | 3,808      |
| Abca1       | 2.8  | 2.08E-05 | 2.45E-03 | 4,862        | 13,428     |
| Fam20c      | 0.34 | 2.37E-02 | 2.22E-01 | 590          | 200        |
| Slpi        | 0.31 | 2.75E-03 | 6.48E-02 | 1,224        | 385        |
| Lpl         | 0.31 | 1.41E-02 | 1.66E-01 | 9,238        | 2,869      |
| Glipr1      | 0.30 | 1.86E-03 | 5.06E-02 | 528          | 161        |
| Cd83        | 0.30 | 4.76E-03 | 8.93E-02 | 1,532        | 464        |
| Anxa1       | 0.30 | 6.12E-07 | 1.73E-04 | 18,575       | 5,587      |
| S100a9      | 0.29 | 9.83E-04 | 3.46E-02 | 302          | 87         |
| Coro1a      | 0.29 | 7.13E-03 | 1.12E-01 | 5,849        | 1,674      |
| Il1rn       | 0.28 | 2.60E-09 | 1.80E-06 | 574          | 161        |
| Egr2        | 0.27 | 1.16E-02 | 1.48E-01 | 1,170        | 320        |
| Sash3       | 0.27 | 9.94E-03 | 1.36E-01 | 1,027        | 276        |
| Mical1      | 0.26 | 3.41E-05 | 3.36E-03 | 1,287        | 338        |
| Ptges       | 0.26 | 3.30E-03 | 7.14E-02 | 843          | 218        |
| Cd52        | 0.20 | 5.51E-04 | 2.38E-02 | 2,368        | 479        |
| Plb1        | 0.20 | 1.64E-04 | 1.02E-02 | 1,010        | 203        |
| Gimap4      | 0.20 | 2.46E-03 | 6.12E-02 | 1,845        | 364        |
| Fabp4       | 0.17 | 8.25E-05 | 6.23E-03 | 11,076       | 1,928      |
| Gimap8      | 0.13 | 8.69E-05 | 6.52E-03 | 1,264        | 165        |
| Ccl5        | 0.11 | 1.35E-03 | 4.21E-02 | 980          | 111        |
| Scrn1       | 0.09 | 1.13E-02 | 1.47E-01 | 1,981        | 173        |
| Spp1        | 0.08 | 2.67E-16 | 1.33E-12 | 624,507      | 39,662     |
| Cfd         | 0.03 | 4.24E-08 | 1.92E-05 | 3,960        | 126        |

How the deposited data were processed for this re-analysis (not part of the article)

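The paper describes RNA from tumors of 3 control and 3 DMHCA-treated NeuT/ATTAC+AP mice, and 6 libraries were deposited. The authors checked the reads with FastQC, trimmed adapters with Cutadapt, and used RSEM with a Bowtie2 index of the Ensembl mouse genome (GRCm38, mm10) to align paired-end reads and count them on genes. For each library the authors deposited 1 table of 55385 genes that holds RSEM's expected counts, TPM and FPKM. The expected counts are the authors' estimates of the reads from each gene, without normalization, and 19.6% to 23.5% of them per library are not whole numbers. The TPM values were scaled by the authors' run of RSEM to the same sum in each library, and the FPKM values were deposited after division by gene length and sequencing depth. Only the expected counts were used for the results given here, because TPM and FPKM no longer hold the number of reads. Mapping, trimming and the division of reads between similar genes are included in the deposited values and could not be changed. The paper's text does not name the settings of RSEM or whether strand was used, so genes that overlap on opposite strands are uncertain.

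The expected counts were rounded to whole numbers. They summed to between 46358654 and 63420620 per control library (median 53939201) and between 52330938 and 55539411 per DMHCA library (median 52755446). Samples were assigned to conditions and replicate numbers by their labels and S3 Table. The same-numbered control and DMHCA libraries are from different mice, and the pairing in the fits with a replicate block comes only from these numbers in the labels.

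S3 Table, which lists values for each library, was read before the comparison was designed, and the near-equal values of DMHCA libraries 1 and 3 in it led to the rule for counting a pair of libraries as 1 sample. The rule took genes with a mean count of at least 100 in the pair. It merged a pair if under 10% of the genes differed by a chi-square test at the 0.05 level, or if the pair's biological coefficient of variation was under 0.1 and more than 5 times below that of every other pair within a group. DMHCA libraries 1 and 3 met the part of the rule on the coefficient and were summed.

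Counts of 3 control samples and 2 DMHCA samples were compared with edgeR 4.0.16 in R 4.3.3, by TMM normalization, filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15), a quasi-likelihood fit without robust dispersions, and the quasi-likelihood F-test with Benjamini-Hochberg adjustment over the 19427 genes tested. Standard errors are the log2 fold change divided by the square root of the F statistic. Normalized counts are TMM-scaled to the mean effective library size. The criteria of the paper were applied as an adjusted p under 0.05, a change of at least 3-fold and a mean of at least 300 normalized counts in either group. The alternatives were DESeq2 1.42.0 on the 5 samples and on the 6 libraries, edgeR on the 6 libraries with and without the replicate number as a block, DESeq2's size factors within edgeR, other filters on low counts, robust dispersions, other thresholds, and each library left out in turn.

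The genes named are those that the paper names in its text, in Tables 2 to 4, in S4 Table and as labels of Fig 2A and Fig 2C, with marker genes listed before the counts were seen. Of the genes that met the 3 criteria, the 5 with the smallest p in each direction were also to be named, and there were 0. Genes of Table 1 and of an interval of chromosome 2 that are named outside this rule were chosen after their values were seen. Gene coordinates are those of GENCODE mouse release 21 on GRCm38, in which 55144 of the 55385 genes (99.6%) were found.

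The comparison was tested on simulated counts drawn from the means, dispersions and totals of the real samples, with 200 genes changed. At a true change of 8-fold, edgeR on the 5 samples called 79.5% of the changed genes and 8 unchanged genes, and DESeq2 on the 6 libraries called 97% and 429 unchanged genes. At 4-fold edgeR on the 5 samples called 14%, and at 16-fold 93%. With no changed gene, in 10 simulations in which DMHCA libraries 1 and 3 came from 1 tumor, edgeR on the 5 samples called 0 to 1 genes and DESeq2 on the 6 libraries 307 to 414. Sets of genes were compared with camera in limma 3.58.1, with an inter-gene correlation of 0.01 or one estimated from the data. Tables were joined with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and plots were drawn with matplotlib 3.10.9. The qRT-PCR, staining, microscopy and flow cytometry results of the paper were not analysed here, and neither were the enrichment analyses behind Table 1.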

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

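The test on the shorter interval of chromosome 2 was chosen only after the result was seen, and the other tests in this part were written before their values were seen.

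Marker genes of B cells that S3 Table does not list pointed to control library 3, in a cell type that the paper did not analyse by RNAseq. The median of the 8 B cell markers was 1602 normalized counts in control library 3, against 230 and 9.08 in control libraries 1 and 2 and 5.48 to 10.7 in the DMHCA libraries. Their median log2 ratio to the highest other library was 2.903, and all 8 were highest in control library 3. Of these markers, Cxcr5 is also a label of Fig 2A. The 8 T cell markers gave a median log2 ratio of 3.20, and all 8 were highest in the same library. Both ratios are above the log2 ratio of 2 that had been set for these tests. Median log2 ratios for fat cells (1.55, with all 8 markers highest there) and for the secretory mammary epithelium (1.85, with 5 of 7) stayed below 2. This does not exclude more RNA of these tissues in control library 3. Single ratios of the secretory markers ran from -1.39 for Lalba to 5.12 for Cel. Sequencing depth does not account for the high markers of control library 3, since that library had the smallest total of the controls (46358654 counts). A candidate explanation is that the piece of tissue taken from control mouse 3 held more B and T cells than the others. This may bear on the genes listed as lower with DMHCA, because 124 of the 214 were highest in control library 3, and Cxcl13, Ccl5, Ccl19 and Lyz1 are among them. A decrease of lymphocytes with DMHCA would be a biological explanation. Control library 2, with 9.08, was within the DMHCA libraries' range for the median B cell marker, so the difference between groups cannot be told apart from a difference between single pieces of tissue.

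Marker genes of the salivary gland, a tissue outside the study, were high in control library 1. Of the 10 markers, 8 had at least 10 normalized counts in some library and were not in S3 Table, and 7 of these were highest in control library 1. Their median was 1502 normalized counts there, against 7.17 to 56.6 in the other libraries, with a median log2 ratio of 3.96 to the highest other library. RNA of salivary gland in the piece of tissue from control mouse 1 is a candidate explanation. Control libraries 2 and 3 had the same treatment and did not show it, so the treatment does not separate library 1 from them, and no other biological explanation was tested.

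Among the S3 Table genes listed as higher with DMHCA, 20 were at least 2-fold higher in DMHCA library 2 than in every other library. They lie on 8 chromosomes, and 8 of them lie on chromosome 2 between 163203125 and 172370535 (GRCm38). If the tumor of DMHCA library 2 carried a copy number gain of this interval, the other 66 expressed genes in it would be raised as well. Their median log2 ratio to the other tumors was -0.01, and 63.9% of 11060 intervals with as many genes had one as high, which goes against a gain of the whole interval. A second, shorter interval was then drawn after this result and the values along the chromosome had been seen, from the 6 listed genes that lie at most 1 Mb apart (166805588 to 168232594). It holds Arfgef2, Spata2, Ube2v1, Tmem189, Adnp and Mocs3. The 11 other expressed genes in it that do not overlap a listed gene had a median log2 ratio of 1.91, or 3.75-fold, and 10 of them were higher in DMHCA library 2 than in every other library, the exception being B4galt5 (-0.50). Of 12269 intervals with 11 genes elsewhere, 0 had a median as high, and the highest was 1.02. These values are consistent with a copy number gain of a shorter interval in the tumor of DMHCA library 2. The rise was not confined to it, since Fam210b (1.78), Cstf1 (2.32), Rtf2 (2.17) and Tfap2c (1.37), which lie around Aurka and are named after their values were seen, had raised log2 ratios too, with genes near 0 such as Pfdn4 (0.00) in between. The values are RNA alone, the interval was chosen with its values in view, and a shared regulation of neighboring genes was not tested. A smaller rise was also seen in DMHCA libraries 1 and 3, counted as 1 sample, which were above every control library for 8 of the 11 other genes and for the 6 listed genes, which were chosen for being higher with DMHCA. Only the further rise in DMHCA library 2 is particular to that library, and an effect of the treatment on these genes is not excluded.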

How the results depend on the processing

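None of the tests behind this part was chosen after a result was seen, and the alternatives, the design and the rule for naming genes were set before the data were examined, with S3 Table already read. The counts of genes with an adjusted p under 0.05 depended on the tool and on the filter on low counts. In the edgeR comparison of 3 control and 2 DMHCA samples, 0 genes passed (1478 at an unadjusted p under 0.05). DESeq2 on the same samples gave 246 genes, and 25 higher and 83 lower genes at all 3 criteria. With the 6 libraries as separate samples DESeq2 gave 839, and 78 and 207. Without a filter on low counts, edgeR gave 16, and 2 and 9. Of the 326 S3 Table genes, these fits called 86, 209 and 11 in the listed direction; of the 35 S4 Table genes 8, 24 and 2; of the 10 genes of Fig 2C 4, 10 and 1; and of the 13 genes of Table 3 5, 12 and 1. With an unadjusted p in place of the adjusted p, 97 higher and 202 lower genes met the criteria, and 122 and 342 with DESeq2 and the 6 libraries.

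The count of genes was 0 with edgeR on the 6 libraries (2912 at an unadjusted p under 0.05), with DESeq2's size factors in edgeR (1473), with a mean of at least 300 normalized counts required before testing (906) and with robust dispersions (1444). With the replicate number as a block it was 0 (3207 unadjusted), where the deviations of same-numbered libraries had a mean correlation of 0.214 (from -0.0585 to 0.359 over 3 pairs). It was also 0 in each of the 5 fits that left out control library 1, 2 or 3 or DMHCA library 1 or 3 (1024 to 1800 unadjusted). A change of at least 2-fold in place of 3-fold gave 0 higher and 0 lower genes (307 and 319 unadjusted), and no minimum mean gave 0 and 0 (178 and 587 unadjusted). Leaving out DMHCA library 2 gave no count, because 1 DMHCA sample remains. The cause of the difference between edgeR and DESeq2 was not tested on the real counts.

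In simulated counts with no changed gene, edgeR on the 5 samples called a median of 0 genes, DESeq2 on the 5 samples 75 and DESeq2 on the 6 libraries 376.5. With 200 genes changed 8-fold, edgeR on the 5 samples called 79.5% of them. At 4-fold it called 14% of the 200 genes, so most single genes with a change of that size would be missed. Its count in that simulation was 31 genes, 28 of them changed, and so was not 0 at 4-fold either. The simulated genes were drawn independently of each other, so these counts do not show what the real count of 0 means. In the real counts Smoc1, picked after its values were seen, had a log2 fold change of -4.60 without overlap of the groups. Its unadjusted p was 8.7e-05 and its adjusted p 0.644 by edgeR's quasi-likelihood test.

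The alternatives were compared gene by gene for 74 genes that the paper names, which leaves out the marker genes and the genes named in Table 1 alone. Some of those left out changed sign as libraries were left out, such as Col1a1 (-0.03 to 0.71), Col3a1 (-0.39 to 0.23), Pparg (-1.41 to 0.11), Btn1a1 (-2.71 to 0.28) and Sparcl1 (-2.11 to 0.21), picked after their values were seen. Of the 74 genes, 72 kept their direction under every alternative that gave them a value, and 71 of the 74 had a value under all 14. Cd4 went from -1.86 to 0.0893 and Adgre1 from -0.12 to 0.10 on the log2 scale without control library 3. Cd4 is one of the 8 T cell markers, whose median log2 ratio of control library 3 to the highest other library was 3.20, and for Adgre1 the cause was not tested. Over the fits that each left out 1 library, Cd4 ranged from -2.41 to 0.0893 and Adgre1 from -0.24 to 0.10. None of the 74 had an adjusted p under 0.05 in the edgeR comparison, 46 had one with DESeq2 and the 6 libraries, 16 with DESeq2 on the 5 samples, and 2 (Spp1 and Scd1) without a filter. Without DMHCA library 2, the fold changes of 12 of the 74 genes moved by more than their standard error. No alternative left out DMHCA libraries 1 and 3 together, so directions that rest on that sample alone were not tested. Arg1, Acpp and Lrp8, picked after their values were seen, are such genes. In DMHCA library 2 each was below its control mean.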

Differences from the paper's values

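The genes named from Table 1 were chosen only after the result was seen, and the other comparisons were set before the data were examined. The paper reports 289 genes at its 3 criteria, 78 upregulated and 211 downregulated, and the edgeR comparison of 5 samples gave 0, 0 and 0, with 299, 97 and 202 at an unadjusted p under 0.05. With the 6 libraries as separate samples DESeq2 gave 285, 78 and 207, and edgeR with an unadjusted p gave the 299, 97 and 202, and under both the values no longer differed by the rule used here. The other alternatives did not close the gap. DESeq2 on the 5 samples gave 108, 25 and 83, edgeR without a filter on low counts 11, 2 and 9, and DESeq2 with the 6 libraries and an unadjusted p 464, 122 and 342. Of the 285 genes, 206 are in S3 Table (72.3%), and 198 are among the 207 for which S3 Table lists an adjusted p under 0.05.

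The paper gives the share of downregulated genes with an LXRE as 6%, and S4 Table genes made up 10.3% of the genes that S3 Table lists as lower. Among the genes called lower, the share was 5.8% with DESeq2 and the 6 libraries, at an adjusted or at an unadjusted p, 4.8% with DESeq2 on the 5 samples and 6.4% with edgeR at an unadjusted p, and these alternatives closed the gap. Without a filter on low counts the share was 11.1%, and the other alternatives called 0 genes.

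For Cd14, S3 Table gives a mean of 226 in DMHCA-treated mice, and the mean here was 4668 normalized counts. The table's own columns for the DMHCA libraries average 4758. None of the alternatives set before the data were examined closed the gap.

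The decrease of Clec7a by RNAseq is about 10-fold in Figure S2, read by eye, and was 3.57-fold here, while Table 3 gives 3.9-fold. None of the alternatives set before the data were examined closed the gap, and they gave from 2.12-fold to 4.69-fold.

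The paper's text gives an adjusted p under 0.05 as a criterion for the genes of Tables 1 to 4 and S3 Table, while the legend of S3 Table says a p-value under 0.05 and that of S4 Table names no p. In the edgeR comparison of 5 samples 0 of the 326 S3 Table genes (219 at an unadjusted p under 0.05), 0 of the 35 S4 Table genes (24), 0 of the 10 genes of Fig 2C (8) and 0 of the 13 genes of Table 3 (10) had an adjusted p under 0.05. Those called were 209, 24, 10 and 12 by DESeq2 with the 6 libraries (312, 34, 10 and 13 unadjusted), by DESeq2 on the 5 samples 86, 8, 4 and 5, and by edgeR without a filter on low counts 11, 2, 1 and 1, among these Spp1 and Scd1. Of the 21 genes of Table 2, DESeq2 with the 6 libraries called 18 and DESeq2 on the 5 samples 8, and of the 10 genes of Table 4 they called 9 and 3. Lyz1, which Tables 2 and 3 list with an adjusted p under 0.05, had one from 0.177 to 0.916 over the alternatives. For Tnfrsf19, Wnt5a and Ptges the paper's own tables print an adjusted p above 0.05. Their lowest values over the alternatives were 0.0575, 0.0573 and 0.0581 and their highest 0.865, 0.755 and 0.892. Table 4 also prints an adjusted p above 0.05 for Anxa1, while Table 3 and S4 Table print one under 0.05. The means of Anxa1 in Table 4 also differ from those in S4 Table. In all, S3 Table lists 119 of its 326 genes with the paper's adjusted p at 0.05 or more.

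Table 1 is headed as showing downregulated genes, and 11 of the 57 genes tested had a higher mean with DMHCA, among them Slc12a2 (log2 fold change 1.82), Srebf1 (2.01), Deptor (1.93) and Arg1 (2.97). Tables 2 and 3 mark Cd14 as having an LXRE, and S4 Table does not list it.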

Other observations

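The tests on DMHCA libraries 1 and 3 as RNA of 1 tumor and on the LXR target genes left after those in S3 Table, or in any of the paper's lists, are taken out were chosen only after the result was seen.

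DMHCA libraries 1 and 3 were nearly alike. If 1 sequencing library had been sequenced in 2 runs, about 5% of genes would differ at the 0.05 level by sampling alone. Over 6819 genes with whole counts in both libraries, 17.4% differed, which is more than sampling alone gives. The test allows for no other difference between runs, so it does not exclude 1 library in 2 runs. DMHCA libraries 1 and 3 are not a plain copy, since their totals were 55539411 and 52330938 counts. Their biological coefficient of variation of 0.0327 is consistent with 2 libraries of RNA from 1 tumor, since the other pairs within a group lie at 0.376 or above. The paper describes 3 DMHCA-treated mice, and whether these libraries come from 1 mouse cannot be decided from the counts.

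The 839 genes that DESeq2 called with the 6 libraries as separate samples were set against other splits of the same libraries into 3 and 3. Of the 4 splits that part all 3 same-numbered pairs, 1 gave as many genes, which is the real one, and with 4 splits the share cannot be small enough to count against chance. Over all 10 splits, 2 gave as many, and the largest count was 1033, from control libraries 1 and 2 with DMHCA library 2 against the rest. The 4 splits that keep DMHCA libraries 1 and 3 together gave 62 to 1033 genes, and the 6 that part them gave 0 to 164. With edgeR the most genes in any split was 3 (3058 at an unadjusted p under 0.05). Counting 1 tumor as 2 samples is a candidate technical explanation for the calls. In 10 simulations with no changed gene in which DMHCA libraries 1 and 3 came from 1 tumor, the median was 376.5 calls. This is fewer than the 839, but it depends on the dispersions the counts were drawn from and sets no upper bound. The split with 1033 genes also kept these libraries together and did not group by treatment. The share of the 839 calls due to this counting thus cannot be decided here. The log2 fold changes had a Spearman rho of 0.131 with gene length and of 0.192 with GC content across genes, below the 0.3 set for these tests. Genes are not independent replicates.

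The LXR target genes were higher as a set with DMHCA. In camera's test with Benjamini-Hochberg adjustment over 4 sets, the 12 listed targets had an adjusted p = 6.5e-10, with 10 of the 12 higher and a median log2 fold change of 0.90. With the correlation between genes estimated from the data the adjusted p was 0.0327, with the replicate number as a block 6.3e-13, and with libraries left out from 1.8e-12 to 4.1e-07. The set holds genes that S3 Table calls on these same libraries, so this test alone does not decide it. For the 8 targets that S3 Table does not list (Abca1, Abcg1, Fasn, Lpcat3, Mylip, Nr1h3, Apoe and Smpdl3a), 6 were higher, the median log2 fold change was 0.74 and camera gave 0.00341 before adjustment (0.00853 after adjustment over 5 sets). Before adjustment it was 0.00157 with a replicate block and 0.0564 with the correlation estimated. Abca1 among them is listed in Table 2 and S4 Table from these same libraries. For the 7 targets without it, 5 were higher, and the values before adjustment were 0.0406, 0.0373 with a replicate block and 0.126 with the correlation estimated. Whether DMHCA raises LXR target genes beyond those the paper lists thus remains a hypothesis that depends on how the correlation between genes is set.

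None of the other sets was lower with DMHCA at an adjusted p under 0.05. Sterol synthesis genes had an adjusted p = 0.104 in the direction of an increase (7 of 10 higher, median log2 fold change 0.18; 0.157 with the replicate block and from 0.00319 to 0.790 over the other fits). Genes of fibroblasts and collagen had an adjusted p = 0.449, also in the direction of an increase (7 of 12 higher, median 0.13; 0.595 with the block and from 0.211 to 0.997 over the other fits), and their direction turned to a decrease without control library 2. Myeloid genes had an adjusted p = 0.453 in the direction of a decrease (1 of 9 higher, median -0.14; 0.479 with the block and from 0.284 to 0.790 over the other fits), and their direction turned to an increase without control library 3. The hypotheses that DMHCA lowers sterol synthesis genes, fibroblast and collagen genes or myeloid genes as sets in these tumors were therefore not borne out.

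Genes whose proteins the paper followed by staining or flow cytometry were read in the tumor RNA as well. The RNA is of the whole piece of tissue, while the paper stained tissue and gave percentages of cell subsets. The values therefore do not test those results. Fap had 651 ± 350 normalized counts in control tumors (SD, n = 3) and 344 ± 77.5 after DMHCA (SD, n = 2), a log2 fold change of -0.92 (standard error 0.53, adjusted p = 0.668). That of Fap ranged from -1.16 to -0.39 as libraries were left out. The log2 fold changes of Col1a1 and Col3a1 were 0.29 (standard error 0.49) and -0.14 (standard error 0.43), and changed sign as libraries were left out (-0.03 to 0.71 and -0.39 to 0.23). Cd8a changed by -2.98 (standard error 1.65), with 2129 normalized counts in control library 3 and 224 and 32.5 in control libraries 1 and 2, and by -0.35 without control library 3. Foxp3 had low counts, 72.9 ± 90.3 in control tumors and 13.9 ± 5.27 after DMHCA. Its exons overlap those of Ccdc22, Gm36995 and Ppp1r3f on the opposite strand and of Flicr on the same strand. The log2 fold change of Foxp3 was -2.37 (standard error 1.24), and -0.59 without control library 3. Pdcd1 changed by -2.13 (standard error 0.74), and by -1.61 without that library. Itgam, Itgax and Cd44 had log2 fold changes of -0.24 (standard error 0.28), -0.68 (standard error 0.27) and 0.29 (standard error 0.28). Erbb2, which lies antisense to Mien1 and for which reads of the rat transgene cannot be told apart here, had 53262 ± 20644 and 89007 ± 21192 normalized counts, a log2 fold change of 0.74 (standard error 0.43, adjusted p = 0.670). Nr1h2, which encodes LXRβ, had 4123 ± 987 and 5428 ± 471 normalized counts.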
